# A Study of Alterations in DNA Epigenetic Modifications (5mC and 5hmC) and Gene Expression Influenced by Simulated Microgravity in Human Lymphoblastoid Cells

**DOI:** 10.1371/journal.pone.0147514

**Published:** 2016-01-28

**Authors:** Basudev Chowdhury, Arun Seetharam, Zhiping Wang, Yunlong Liu, Amy C. Lossie, Jyothi Thimmapuram, Joseph Irudayaraj

## Abstract

Cells alter their gene expression in response to exposure to various environmental changes. Epigenetic mechanisms such as DNA methylation are believed to regulate the alterations in gene expression patterns. *In vitro* and *in vivo* studies have documented changes in cellular proliferation, cytoskeletal remodeling, signal transduction, bone mineralization and immune deficiency under the influence of microgravity conditions experienced in space. However microgravity induced changes in the epigenome have not been well characterized. In this study we have used Next-generation Sequencing (NGS) to profile ground-based “simulated” microgravity induced changes on DNA methylation (5-methylcytosine or 5mC), hydroxymethylation (5-hydroxymethylcytosine or 5hmC), and simultaneous gene expression in cultured human lymphoblastoid cells. Our results indicate that simulated microgravity induced alterations in the methylome (~60% of the differentially methylated regions or DMRs are hypomethylated and ~92% of the differentially hydroxymethylated regions or DHMRs are hyperhydroxymethylated). Simulated microgravity also induced differential expression in 370 transcripts that were associated with crucial biological processes such as oxidative stress response, carbohydrate metabolism and regulation of transcription. While we were not able to obtain any global trend correlating the changes of methylation/ hydroxylation with gene expression, we have been able to profile the simulated microgravity induced changes of 5mC over some of the differentially expressed genes that includes five genes undergoing differential methylation over their promoters and twenty five genes undergoing differential methylation over their gene-bodies. To the best of our knowledge, this is the first NGS-based study to profile epigenomic patterns induced by short time exposure of simulated microgravity and we believe that our findings can be a valuable resource for future explorations.

## Introduction

During space flight, astronauts are exposed to powerful environmental assaults such as microgravity, cosmic radiation and magnetic fields that have the potential to impinge upon cellular ontogeny through epigenetic modifications [1]. Throughout the evolutionary history, gravity has been a constant factor in defining the architecture and morphology of living beings [2]. Hence a broader understanding of gravity’s influence on biological functions is important for an accurate evaluation of risks associated with the health of astronauts in spaceflights and should be of enormous interest to the scientific community. The effects of microgravity in altering gene expression have been documented in mammalian cells [3, 4] and other model organisms, such as yeast and bacteria [5–7]. Microgravity associated pathological alterations include reduction in bone mass and calcium concentrations [8], alterations in hormonal levels [9], impairment of immunocompetence [10] and apoptosis signaling [11]. Studies of human lymphoblast and lymphoblast cell cultures following periods of simulated microgravity have demonstrated alterations in metabolic processes and DNA repair pathways which could in turn signify an increased susceptibility to malignancy [12, 13]. Collectively, these studies indicate exposure to microgravity during space flight alters gene expression patterns and subsequently cellular physiology.

DNA methylation is regarded as a major epigenetic mechanism and play key roles in regulating cellular processes in living organisms [14, 15]. Biochemically, DNA methylation refers to the addition of a methyl group (CH_3_) to the 5’ carbon on the pyrimidine ring of cytosine nucleotides (commonly abbreviated as 5mC). Aberrations in genome-wide 5mC patterns are widely prevalent in cancer and other diseases [14, 16–18]. Traditionally DNA methylation marks have been associated with “transcriptionally silent” genes, however the revelations of global methylation studies facilitated by recent advances in Next Generation Sequencing (NGS) tools have established that the role of 5mC in regulating gene expression is complex, varies according to the genomic context and warrants extensive explorations [19–25]. Discovered in 2009, DNA hydroxymethylation (5hmC) is a relatively new epigenetic modification occurring on Cytosine [26, 27] generated by Ten-Eleven Translocation (TET) protein- mediated oxidative catalysis of 5mC [26]. Though, potential roles of 5hmC at promoter and gene bodies are not clearly understood, it is shown to play some role in maintaining and/or promoting gene expression [14, 16–18, 28]. Microgravity induced alteration in DNA methylation patterns have been reported previously [29–31] but the effect of microgravity on 5hmC is virtually unknown. During the time period this study was being conducted there were no reports of a NGS based study documenting the effects of microgravity on the epigenomic landscape.

The goal of our study was to profile genome-wide effects of “simulated” microgravity on 5mC, 5hmC and gene expression patterns employing Next Generation Sequencing (**Fig 1**). The TK6 lymphoblastoid cell line, derived from T cell blast crisis of a patient with chronic myelogeneous leukemia [32], served as our model organism. TK6 cells are well characterized and have been extensively used as a substitute for peripheral blood lymphocytes for immunological and epidemiological studies [13]. The limited availability of biological specimen subjected to conditions of microgravity in spaceflights makes ground based “simulated” microgravity studies critical in determining thresholds and thorough testing of the model organism before conducting the experiments during space missions [33]. A High Aspect Ratio Vessel (HARV) based rotary cell culture system (initially developed by NASA) was used in our study to “simulate” microgravity in the TK6 cells as has been described previously [34] and compared to a control static cell-culture system under the influence of earth’s gravity. While assessing the merits of ground based “simulation” studies, it has to be appreciated that the effects of gravity cannot be completely negated but reduced to near zero to achieve a state of “functional near weightlessness” [33].

**Fig 1:**
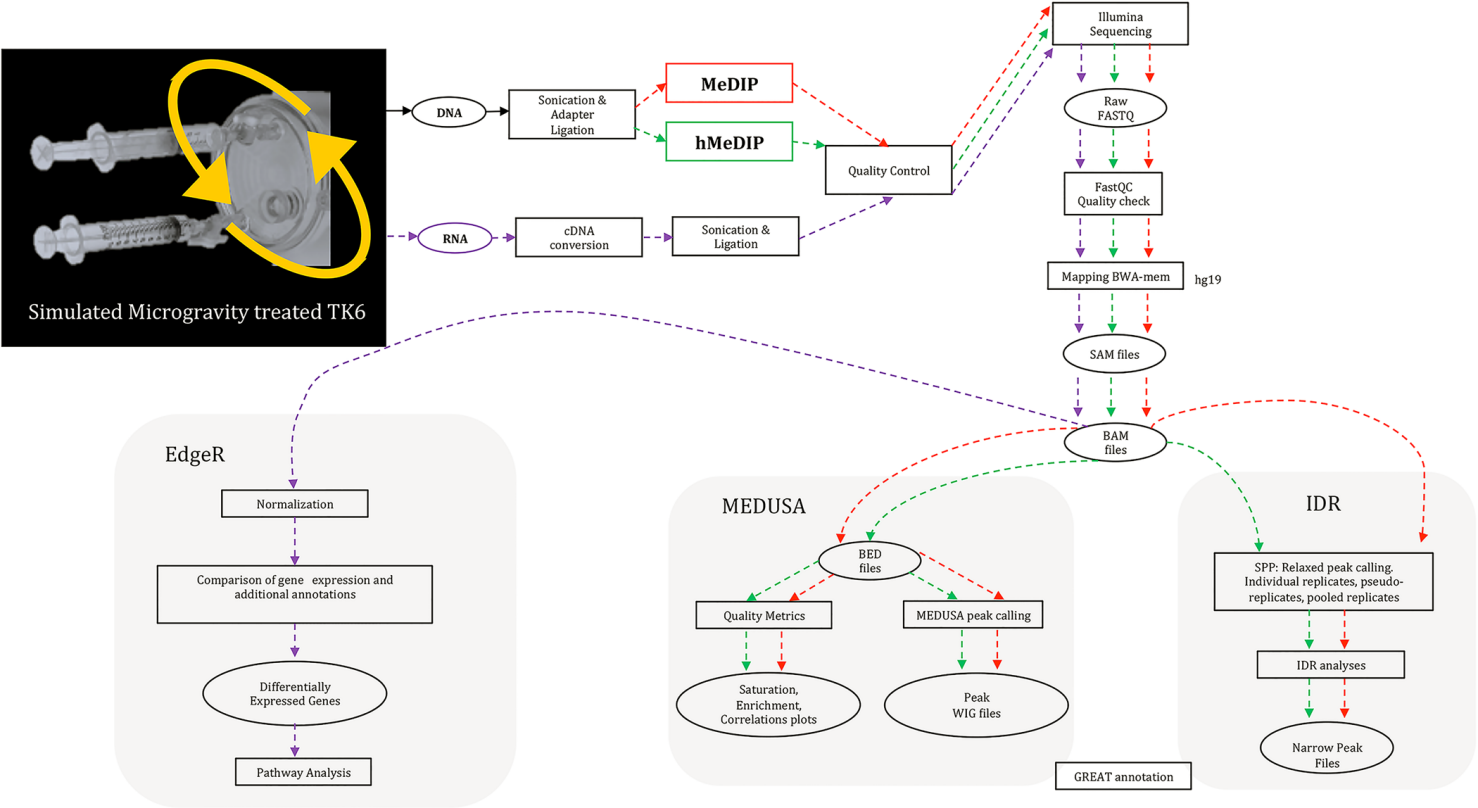
Schematic illustration of the bioinformatics pipeline for MeDIP-seq, hMeDIP-seq and RNA-seq analysis used in our study to understand the DNA methylation and hydroxymethylation and gene expression patterns induced by simulated microgravity. All steps were done in parallel in TK6 subjected to “simulated” microgravity and static controls under the influence of Earth’s gravitational force.

## Materials and Methods

### Cell culture

TK6 human lymphoblastoid cells (ATCC, Manassas, VA) were maintained in the log phase of cell growth by culturing in RPMI-1640 (Life Technologies, Grand Island, NY) medium supplemented with 10% Fetal Bovine Serum (Atlanta Biologicals, Flowery Branch, GA) and 1% Penicillin/Streptomycin (Life Technologies, Grand Island, NY) at 37°C in 5% CO_2_ and 95% air. For ground-based simulation of microgravity, HARV Rotary Cell Culture System (Synthecon, Houston, TX) was used. Actively growing TK6 cells were seeded in the bioreactor at 2 _X_ 10^5^ cells/ml and rotated at 12 rpm/min. In parallel, cells (at the same cellular density i.e. 2 _X_ 10^5^ cells/ml) were maintained in bioreactors in normal gravity (static) condition as controls. The bioreactors were maintained in an incubator at 37°C, with 5% CO_2_ and 95% air for 48 hours.

### DNA isolation, sonication and adapter ligation

Genomic DNA was isolated from the TK6 cells cultured under microgravity and control static conditions using the DNeasy Blood &Tissue kit (Qiagen Inc., Valencia, CA) following manufacturer’s instructions. 2.5 μg of genomic DNA from each sample was sheared using Covaris S2 Device (Covaris Inc., Woburn, MA). Sheared DNA was purified by binding to AmPure beads (Beckman Coulter Inc.) and End-repair performed by incubating sonicated DNA and End repair solution (New England Biolabs Inc., Ipswich, MA) as per manufacturer’s specifications. A-tailing was obtained by incubating the end repaired DNA with dA-tailing mix (New England Biolabs Inc., Ipswich, MA) at 37°C for 30 minutes. At this stage, to facilitate multiplexing each sample was equally divided in two parts (one half for MeDIP and the other half for hMeDIP respectively). Blunt end ligation was performed by incubating the A-tailed DNA samples (1 μg) with unmethylated versions of adapters (IDT Inc., Coralville, IA) based on sequences of the methylated Truseq adapters (Illumina Inc., San Diego, CA) for multiplexing. Thus 8 libraries were prepared as described above. Samples were assayed by qPCR in duplicate and standard curve constructed to establish the molarities of the libraries.

### MeDIP-seq /hMeDIP-seq

MeDIP and hMeDIP were performed using the methylated/hydroxymethylated DNA enrichment kits (Diagenode Inc., Denville, NJ) following the manufacturer’s protocol. Briefly, to 1.2 μg of adapter ligated sonicated genomic DNA, three DNA controls (known sequences bearing unmethylated, methylated or hydroxymethylated Cytosines respectively to assess the efficiency of immunoprecipitation reactions) were spiked-in. The concentration of genomic DNA was adjusted to incorporate the addition of the adapter sequences, preserving the appropriate molar ratio between the genomic DNA and anti-5mC/anti-5hmC antibody during MeDIP/hMeDIP as described by Butcher *et al*. [35]:

$$[conc.gDNA]=\frac{[conc.adapter\;ligated\;gDNA]\;*\;bpsonicated\;gDNA}{bpsonicated\;gDNA+bpadapter\;DNA}$$

Where, $Conc(adjusted)=\frac{Conc(ligated)}{\left\{\frac{bp(sample)+bp(adapter}{bp(sample)}\right\}}$

**conc.***gDNA ➔* adjusted genomic DNA concentration in the adapter ligated libraries,

**conc.***adapter ligated gDNA ➔* concentration of the adapter ligated gDNA libraries,

**bp***sonicated gDNA ➔* average size of the pre-ligation sonicated gDNA and

**bp***adapter DNA ➔* average size of the adapters

After incubation at 95°C to denature the double stranded DNA, immunoprecipitation was performed by incubation with monoclonal antibody directed against 5mC/5hmC (Diagenode Inc., Denville, NJ) and secondary antibody with magnetic bead conjugates (Diagenode Inc., Denville, NJ) overnight at 4°C while being spun continuously at 40 rpm. The captured 5mC/5hmC bearing DNA fragments were separated from the others by magnetic pulldown. After repeated cleanups, the captured DNA was isolated from the magnetic beads bearing antibody using the IPure kit (Diagenode Inc., Denville, NJ). The enrichment of 5mC/5hmC bearing DNA was assessed by performing qPCR on the pre and post immunoprecipitated samples. As a control, an identical immunoprecipitation reaction with mouse IgG instead of monoclonal 5mC/5hmC antibody was performed. The methylated/hydroxymethylated DNA immunoprecipitated libraries were amplified by PCR and submitted to the Purdue Genomics Core Facility for high-throughput sequencing by Hi Seq 2000 (Illumina Inc., San Diego, CA).

### MeDIP-seq and hMeDIP-seq data processing

FastQC v 0.10.1 [36] was used to assess the quality of the reads and to generate graphical representations of numerous quality metrics (per base sequence quality, GC content and sequence duplication/size distribution levels). The reads were aligned to human reference genome hg19 using BWA v 0.6.2 [37], with default parameters and a maximum insert size of 400 bp. The resulting SAM files were converted to BAM format and sorted using Samtools v0.1.18 [38] as illustrated in (**Fig 1**). PERL script from the MeDUSA package [39] was used to convert the BAM files to BED format. Since the MEDIPS v1.0 [40] package requires only selective fields as input, the BED format was then reduced to four fields using the UNIX cut option. The MeDUSA pipeline utilizes the Bioconductor package MEDIPS v1.0 and custom R scripts to calculate quality metrics for the MeDIP-seq data were designed. The data was normalized for the size of the sequence libraries by calculating reads per million (RPM) in tiled windows across the genome. Wig files obtained for the normalized read depth following alignment and filtering were presented as RPM. Quality check on the MeDIP-seq data was also performed by calculating CpG enrichment values, saturation plots and coverage plots. Genome-wide correlations between the replicates were performed as a quality check for consistency among the replicates using QCSeqs from the Useq package (v8.40) [41] using a window size of 500 bp, increasing in 250 bp increments and a minimum number of 5 reads in a window.

### Identification of DMRs and DHMRs

Peak calling software SPP v1.10 [42], was used to call peaks and rank them based on significance of enrichment (p-values and false discovery rates). IDR (Irreproducible Discovery Rate) framework was used to measure experiment quality in terms of reproducibility [43] and to select the reproducible, consistent peaks (overlapped significant peaks from both replicates) determined based on IDR values. The threshold of 0.05 IDR was used for truncating the peak list as suggested by the developers. The differentially methylated/hydroxymethylated regions identified by IDR analyses were then annotated with their chromosomal locations and feature types for further biological interpretation using custom Perl scripts of MeDUSA package, BEDTools [44] and feature annotation files (GFF files from UCSC) as illustrated in **Fig 1**. Further annotation (plots for enrichment of 5mC/5hmC) was done using CEAS (v1.02) [45] and proximity of the peaks to the TSS was determined using PeakAnalyzer [46]. The FDR value of 0.05 was used as cut-off for all peak association studies. The complete MeDIP-seq and hmeDIP-seq data was submitted to NCBI GEO (GSE65944) and available in the database http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65944).

### RNA-seq

Total RNA was extracted from cells subjected to simulated microgravity and static control using RNA-STAT-60 (Tel-Test,Inc., Friendswood, TX) using the manufacturer’s instructions. Briefly, 1ml of RNA-STAT solution was added per 10^6^ cells and homogenized for 5 minutes over ice. 1ml of chloroform was added, contents shaken vigorously and centrifuged at 12,000g at 4°C for 15 minutes. The aqueous solution was transferred to corex tube (Corning Inc., Lowell, MA) and 0.8 ml isopropanol added. After incubation of 10 minutes, the contents were centrifuged at 12,000g for another 10 minutes to precipitate the RNA. The RNA pellet was washed with 75% ethanol and centrifuged at 7,500g for 5 minutes at 4°C. The ethanol was aspirated and the RNA pellet dried. The RNA pellet was finally resuspended in DEPC water and submitted to the Purdue Genomic Center for conversion into cDNA, sonication, adapter ligation and sequencing as described previously. The reads (fastq files) were aligned to human reference genome hg19 using Tophat v2.1.0 [47], with default parameters and known transcriptome as illustrated in **Fig 1**. Alignment results were filtered by Bamutils v0.5.0 [48] to remove reads with multiple mappings. Statistics data of the resulting alignment files were created using Samtools v0.1.18 [49] and Bamutils v0.5.0. The counts of aligned reads mapping to known genes were calculated using bamutils v0.5.0. EdgeR v2.11 [50] was used to compute the differentially expressed genes. Pathway analysis on the set of differentially expressed genes was done using the GeneCodis3 software designed at the Complutense University of Madrid [51].The complete RNA-seq data was submitted to NCBI GEO (GSE65944) and available in the database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65944).

## Results

### Effect of simulated microgravity on cell growth and viability

The effect of simulated microgravity on cell growth and viability 48 hours after the cells were seeded in bioreactors in either the rotating or static condition was determined using Trypan Blue staining method by Automated Cell Counter (Nexcelom Bioscience LLC., Lawrence, MA) in **S1 Fig**. No significant differences in the percentage of viable cells between the two cell culture conditions after 48 hours was observed. Specifically, 95.1 ± 2.12% of the cells subjected to simulated microgravity were viable, while 91.1 ± 3.54% of the static control cells were determined to be viable. The average cellular diameter (μm) was determined to be 12.6 ± 0.42 and 12.8 ± 0.28 in TK6 cells subjected to microgravity and control respectively. Similar cellular growth rates between the rotating and static culture conditions facilitated ruling out the possibility of cell growth being the major contributor to the changes in the methylation and gene expression patterns.

### Changes in 5mC profile following simulated microgravity

We applied MeDIP coupled with high-throughput sequencing to identify the differences in the genome-wide patterns of 5mC upon simulated microgravity on TK6 cells. 2.8x10^8^ and 1.8x10^8^ reads were obtained during MeDIP-seq from TK6 cells subjected to static and simulated microgravity respectively and more than 90% of these reads aligned to the human genome GRCh37/hg19, 2009 Assembly (**S1 Table and S2 Fig**). Quality assessment generated by FastQC [36] showed satisfactory sequence quality for all measures except for GC content. As GC rich regions of the genome are enriched in MeDIP-seq datasets, this result was not unexpected. The depth of sequencing for MeDIP-seq samples ranged from 2.8X to 6.1X **(S1 Table).** Cross-correlation analysis was performed as per the ENCODE consortium guidelines [42, 52, 53] and all the samples displayed Normalized Strand Correlation (NSC) and Relative Strand Correlation (RSC) values (**S1 Table**) characteristic of “high-quality data sets”. The similarity between the replicates was evident as hierarchical dendrogram displayed distinct clustering of biological replicates in two groups (**S3 Fig**) and sequence coverage analyses displayed that MeDIP-seq reads generated from the samples covered similar number of bases of the reference genome **(S4 Fig).**

Differentially methylated region (DMRs) were defined as genomic regions in TK6 cells under simulated microgravity that showed alteration in methylation (either increase or decrease) compared to TK6 cells under static conditions. 3204 DMRs (**S2 Table & S3 Table**) were detected using the IDR pipeline having an IDR cutoff value of 0.05 or less. Of the total DMRs, 1286 (40.14%) were associated with hypermethylation (gain-of-5mC) (**S2 Table)** and 1918 (59.86%) with hypomethylation (loss-of-5mC) (**S3 Table)** upon simulated microgravity respectively. The DMRs were further analyzed to determine the overlap of DMR regions with different genomic features by the methylome analysis pipeline described in details by Wilson et al. [39]. Functional genomic distribution analyses indicated that 969 and 1381 genes associated with DMRs have undergone gain-of-5mC and loss-of-5mC respectively (**Table 1**). Also, 105 hypermethylated and 193 hypomethylated DMRs were observed around -1500 to 1500 bps of Transcription Start Sites (TSS) as demonstrated in **Tables 2 & 3**. The distribution of the genomic repeat sequences (LINE, SINE and LTR) located within the DMRs has been represented in **Table 1**. Metadata describing features such as genes, transcripts, Pseudogene, non-coding RNA and other regulatory features present on each DMR has been included in **S2 Table & S3 Table**. Investigation of annotations from 20 different ontologies from genomic coordinates of DMRs was generated by utilizing Stanford University’s Genomic Regions Enrichment of Annotations Tool (GREAT) version 3.0.0 [54] and included in **S4 Table & S5 Table.** Gain-of-5mC DMRs induced by simulated microgravity were found to enrich GO Biological Processes like regulation of metabolic process (GO: 0019222), primary metabolic process (GO: 0044238) and cellular metabolic process (GO: 0044237) **(Fig 2A)**. PANTHER Pathway Analysis implicated genes involved in p53 pathway (P00059), PI3 kinase pathway (P00048), T cell activation (P00053) and B cell activation (P00010) to be associated with hypermethylated DMRs **(Fig 2B)**. On the other hand, loss-of-5mC DMRs were observed to enrich GO Biological Processes like cellular metabolic process (GO: 0044237) and primary metabolic process (GO: 0044238) **(Fig 2C**). PANTHER Pathway Analysis, revealed that these hypomethylated DMRs were associated with genes involved in EGF receptor signaling (P00018), Apoptosis signaling (P00006) and FGF signaling (P00021) pathways among others **(Fig 2D)**.

**Fig 2:**
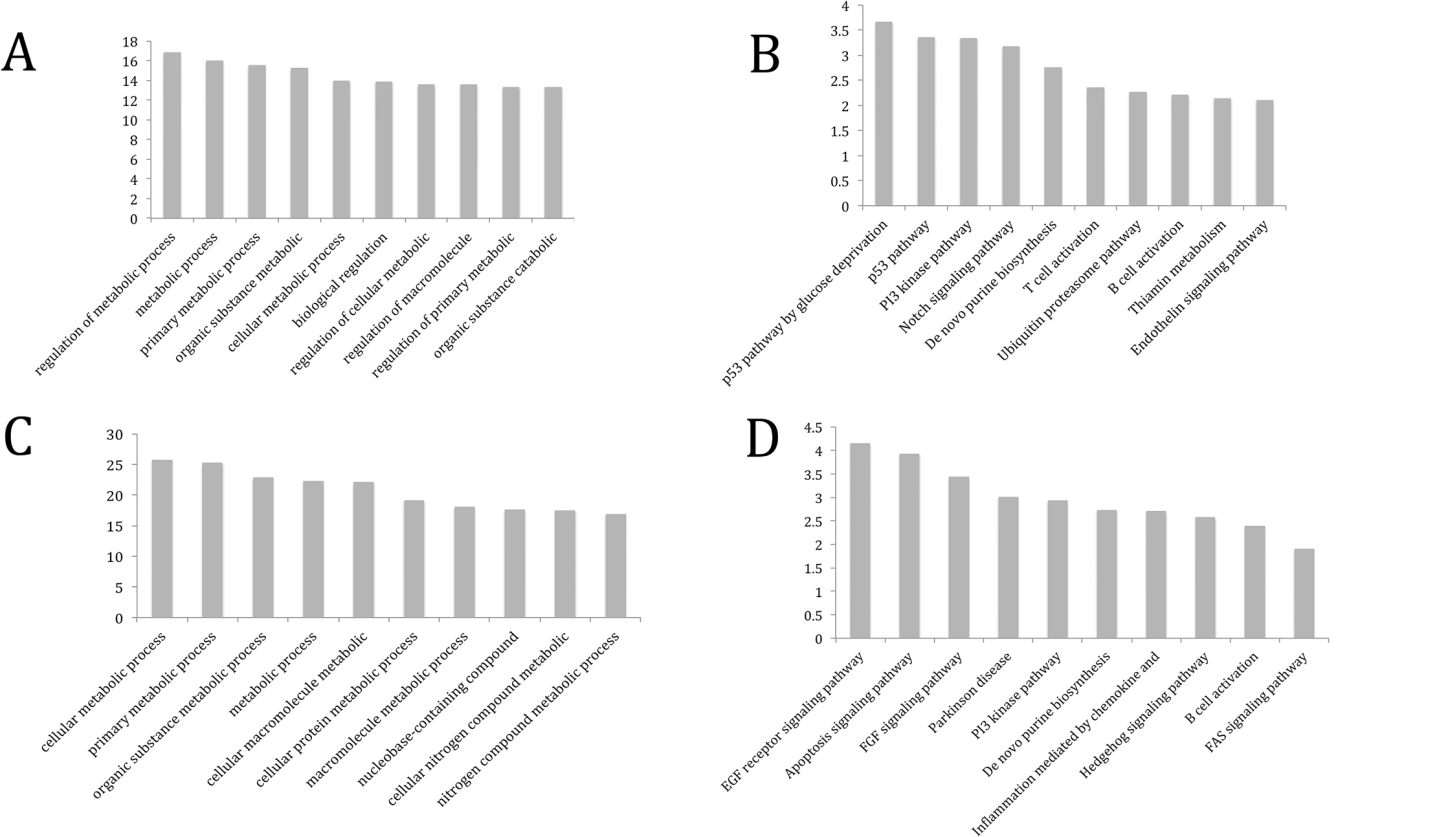
Pathways illustrating the network of genomic loci involved with (A & B) Regions undergoing increase in 5mC content and (C & D) decrease in 5mC contents, upon simulated microgravity.

**Table 1:** Genome annotation Summary. The number of genomic features such as CpG islands, CpG shores, ENSEMBL Genes and DNA Repeats (LINE, SINE and LTR) associated with regions undergoing gain-of-5mC/5hmC and loss-of-5mC/5hmC DMRs or DHMRs in TK6 cells cultured under simulated microgravity compared to static condition.

Features	DMR		DHMR	
	Gain-of-5mC	Loss-of-5mC	Gain-of-5hmC	Loss-of-5hmC
**CpGI**	23	69	1	0
**CpG**	127	277	5	1
**Gene**	969	1381	86	7
**LINE**	421	521	47	1
**SINE**	944	1973	18	11
**LTR**	157	227	28	0

**Table 2:** List of hypermethylated DMRs located within +/- 1500 of Transcription Start Sites of genes. Columns display the genomic coordinates of DMRs, Gene Symbol of the corresponding gene, the description of the genome and the exact distance in bp.

DMR (Chr:Start-End)	Gene Symbol	Description	Distance
2:74407290–74407690	MOB1A	MOB kinase activator 1A	-1495
1:32620788–32621188	KPNA6	karyopherin alpha 6 (importin alpha 7)	-1475
8:48919307–48919707	UBE2V2	ubiquitin-conjugating enzyme E2 variant 2	-1453
20:10644375–10644775	JAG1	jagged 1	-1421
19:8526792–8527192	HNRNPM	heterogeneous nuclear ribonucleoprotein M	-1389
10:103579850–103580250	MGEA5	meningioma expressed antigen 5 (hyaluronidase)	-1354
1:176177694–176178094	RFWD2	ring finger and WD repeat domain 2, E3 ubiquitin protein ligase	-1265
8:66547493–66547893	ARMC1	armadillo repeat containing 1	-1251
17:73976545–73976945	ACOX1	acyl-CoA oxidase 1, palmitoyl	-1230
5:137912163–137912563	HSPA9	heat shock 70kDa protein 9 (mortalin)	-1230
1:9710401–9710801	PIK3CD	phosphatidylinositol-4,5-bisphosphate 3-kinase, catalytic subunit delta	-1189
17:76820294–76820694	USP36	ubiquitin specific peptidase 36	-1163
7:144108260–144108660	NOBOX	NOBOX oogenesis homeobox	-1140
1:179333515–179333915	AXDND1	axonemal dynein light chain domain containing 1	-1140
7:150781644–150782044	AGAP3	ArfGAP with GTPase domain, ankyrin repeat and PH domain 3	-1110
3:27765104–27765504	EOMES	eomesodermin	-1098
1:27096449–27096849	ARID1A	AT rich interactive domain 1A (SWI-like)	-1071
17:37608338–37608738	MED1	mediator complex subunit 1	-999
4:94748859–94749259	ATOH1	atonal homolog 1 (Drosophila)	-983
10:111968848–111969248	MXI1	MAX interactor 1, dimerization protein	-941
20:35488994–35489394	SOGA1	suppressor of glucose, autophagy associated 1	-918
22:51067323–51067723	ARSA	arylsulfatase A	-916
10:112630503–112630903	PDCD4	programmed cell death 4 (neoplastic transformation inhibitor)	-862
16:75468037–75468437	CFDP1	craniofacial development protein 1	-854
17:4235771–4236171	UBE2G1	ubiquitin-conjugating enzyme E2G 1	-753
17:47492799–47493199	PHB	prohibitin	-753
3:99978894–99979294	TBC1D23	TBC1 domain family, member 23	-750
17:33469869–33470269	NLE1	notchless homolog 1 (Drosophila)	-735
17:65026584–65026984	AC005544.1	Uncharacterized protein	-725
2:88895888–88896288	EIF2AK3	eukaryotic translation initiation factor 2-alpha kinase 3	-713
1:150265379–150265779	MRPS21	mitochondrial ribosomal protein S21	-710
4:37827346–37827746	PGM2	phosphoglucomutase 2	-709
20:42573450–42573850	TOX2	TOX high mobility group box family member 2	-695
1:151738242–151738642	OAZ3	ornithine decarboxylase antizyme 3	-689
11:33277352–33277752	HIPK3	homeodomain interacting protein kinase 3	-666
15:60691398–60691798	ANXA2	annexin A2	-657
17:3716988–3717388	C17orf85	chromosome 17 open reading frame 85	-644
10:8095826–8096226	GATA3	GATA binding protein 3	-630
9:123295232–123295632	CDK5RAP2	CDK5 regulatory subunit associated protein 2	-599
7:48019521–48019921	HUS1	HUS1 checkpoint homolog (S. pombe)	-571
12:120109292–120109692	PRKAB1	protein kinase, AMP-activated, beta 1 non-catalytic subunit	-557
15:43637360–43637760	ADAL	adenosine deaminase-like	-545
5:122180427–122180827	SNX24	sorting nexin 24	-517
3:113676612–113677012	ZDHHC23	zinc finger, DHHC-type containing 23	-489
19:58400668–58401068	ZNF814	zinc finger protein 814	-463
14:93184061–93184461	LGMN	legumain	-457
20:45280352–45280752	SLC13A3	solute carrier family 13 (sodium-dependent dicarboxylate transporter), member 3	-454
2:8977951–8978351	KIDINS220	kinase D-interacting substrate, 220kDa	-391
20:30639472–30639872	HCK	hemopoietic cell kinase	-319
5:67521976–67522376	PIK3R1	phosphoinositide-3-kinase, regulatory subunit 1 (alpha)	-286
16:25027042–25027442	ARHGAP17	Rho GTPase activating protein 17	-255
19:11306249–11306649	KANK2	KN motif and ankyrin repeat domains 2	-88
12:110783800–110784200	ATP2A2	ATPase, Ca++ transporting, cardiac muscle, slow twitch 2	-6
13:78493694–78494094	EDNRB	endothelin receptor type B	9
13:111839015–111839415	ARHGEF7	Rho guanine nucleotide exchange factor (GEF) 7	14
3:180633094–180633494	FXR1	fragile X mental retardation, autosomal homolog 1	46
12:122457270–122457670	BCL7A	B-cell CLL/lymphoma 7A	142
14:95569392–95569792	DICER1	dicer 1, ribonuclease type III	175
3:64253200–64253600	PRICKLE2	prickle homolog 2 (Drosophila)	255
19:45445601–45446001	APOC4	apolipoprotein C-IV	270
13:114549584–114549984	GAS6	growth arrest-specific 6	272
5:68470171–68470571	CCNB1	cyclin B1	287
4:89079332–89079732	ABCG2	ATP-binding cassette, sub-family G (WHITE), member 2	291
22:41257564–41257964	DNAJB7	DnaJ (Hsp40) homolog, subfamily B, member 7	366
15:83676793–83677193	C15orf40	chromosome 15 open reading frame 40	375
13:113301551–113301951	C13orf35	chromosome 13 open reading frame 35	393
9:130340673–130341073	FAM129B	family with sequence similarity 129, member B	395
21:34804877–34805277	IFNGR2	interferon gamma receptor 2 (interferon gamma transducer 1)	451
12:70728471–70728871	CNOT2	CCR4-NOT transcription complex, subunit 2	456
4:80993052–80993452	ANTXR2	anthrax toxin receptor 2	465
19:58741108–58741508	ZNF544	zinc finger protein 544	474
11:85565301–85565701	AP000974.1	CDNA FLJ26432 fis, clone KDN01418; Uncharacterized protein	485
19:40831600–40832000	C19orf47	chromosome 19 open reading frame 47	530
5:137070955–137071355	KLHL3	kelch-like family member 3	549
19:10120383–10120783	COL5A3	collagen, type V, alpha 3	564
17:78389846–78390246	ENDOV	endonuclease V	577
3:101231200–101231600	SENP7	SUMO1/sentrin specific peptidase 7	628
13:28673851–28674251	FLT3	fms-related tyrosine kinase 3	656
18:32919753–32920153	ZNF24	zinc finger protein 24	665
2:202644765–202645165	ALS2	amyotrophic lateral sclerosis 2 (juvenile)	680
17:17183036–17183436	COPS3	COP9 constitutive photomorphogenic homolog subunit 3 (Arabidopsis)	778
19:12661227–12661627	ZNF564	zinc finger protein 564	821
8:107283104–107283504	OXR1	oxidation resistance 1	831
2:25390345–25390745	POMC	proopiomelanocortin	895
3:192959642–192960042	HRASLS	HRAS-like suppressor	928
19:54662449–54662849	LENG1	leukocyte receptor cluster (LRC) member 1	971
12:100595414–100595814	ACTR6	ARP6 actin-related protein 6 homolog (yeast)	985
13:27828691–27829091	RPL21	ribosomal protein L21	1049
12:57858360–57858760	GLI1	GLI family zinc finger 1	1085
17:74476687–74477087	RHBDF2	rhomboid 5 homolog 2 (Drosophila)	1089
19:38712475–38712875	DPF1	D4, zinc and double PHD fingers family 1	1138
19:53138925–53139325	ZNF83	zinc finger protein 83	1214
9:6644198–6644598	GLDC	glycine dehydrogenase (decarboxylating)	1252
3:172362558–172362958	AC007919.2	HCG1787166; PRO1163	1275
17:71230451–71230851	C17orf80	chromosome 17 open reading frame 80	1286
12:123875689–123876089	SETD8	SET domain containing (lysine methyltransferase) 8	1300
7:98479823–98480223	TRRAP	transformation/transcription domain-associated protein	1310
7:72396789–72397189	POM121	POM121 transmembrane nucleoporin	1329
4:187646331–187646731	FAT1	FAT tumor suppressor homolog 1 (Drosophila)	1345
2:216256316–216256716	FN1	fibronectin 1	1354
17:40654447–40654847	ATP6V0A1	ATPase, H+ transporting, lysosomal V0 subunit a1	1387
12:111857341–111857741	SH2B3	SH2B adaptor protein 3	1397
12:110925896–110926296	FAM216A	family with sequence similarity 216, member A	1400
2:53996217–53996617	CHAC2	ChaC, cation transport regulator homolog 2 (E. coli)	1488
2:947917–948317	SNTG2	syntrophin, gamma 2	1492

**Table 3:** List of hypomethylated DMRs located within +/- 1500 of Transcription Start Sites of genes. Columns display the genomic coordinates of DMRs, Gene Symbol of the corresponding gene, the description of the genome and the exact distance in base pairs.

DMR (Chr:Start-End)	Gene Symbol	Description	Distance
1:45958152–45958568	TESK2	testis-specific kinase 2	-1488
13:21138922–21139338	IFT88	intraflagellar transport 88 homolog (Chlamydomonas)	-1455
12:6831258–6831674	COPS7A	COP9 constitutive photomorphogenic homolog subunit 7A (Arabidopsis)	-1441
11:107990630–107991046	ACAT1	acetyl-CoA acetyltransferase 1	-1405
19:569701–570117	BSG	basigin (Ok blood group)	-1388
19:54664797–54665213	LENG1	leukocyte receptor cluster (LRC) member 1	-1385
14:50232737–50233153	KLHDC2	kelch domain containing 2	-1381
11:47289128–47289544	MADD	MAP-kinase activating death domain	-1376
17:33465350–33465766	NLE1	notchless homolog 1 (Drosophila)	-1372
2:72372691–72373107	CYP26B1	cytochrome P450, family 26, subfamily B, polypeptide 1	-1355
20:34543689–34544105	SCAND1	SCAN domain containing 1	-1349
8:76318743–76319159	HNF4G	hepatocyte nuclear factor 4, gamma	-1320
17:48946441–48946857	TOB1	transducer of ERBB2, 1	-1310
16:3931818–3932234	CREBBP	CREB binding protein	-1299
2:211306550–211306966	LANCL1	LanC lantibiotic synthetase component C-like 1 (bacterial)	-1289
1:47780891–47781307	STIL	SCL/TAL1 interrupting locus	-1280
17:16333898–16334314	TRPV2	transient receptor potential cation channel, subfamily V, member 2	-1263
3:12706770–12707186	RAF1	v-raf-1 murine leukemia viral oncogene homolog 1	-1253
19:49577242–49577658	KCNA7	potassium voltage-gated channel, shaker-related subfamily, member 7	-1252
5:175974933–175975349	CDHR2	cadherin-related family member 2	-1251
5:156363707–156364123	TIMD4	T-cell immunoglobulin and mucin domain containing 4	-1228
12:49111699–49112115	CCNT1	cyclin T1	-1226
17:79607945–79608361	TSPAN10	tetraspanin 10	-1196
1:25257327–25257743	RUNX3	runt-related transcription factor 3	-1167
12:110460055–110460471	ANKRD13A	ankyrin repeat domain 13A	-1161
22:43011912–43012328	POLDIP3	polymerase (DNA-directed), delta interacting protein 3	-1152
13:52981570–52981986	THSD1	thrombospondin, type I, domain containing 1	-1149
9:103203198–103203614	MSANTD3-TMEFF1	MSANTD3-TMEFF1 readthrough	-1147
9:123584680–123585096	PSMD5	proteasome (prosome, macropain) 26S subunit, non-ATPase, 5	-1144
19:10827435–10827851	DNM2	dynamin 2	-1112
1:32404887–32405303	PTP4A2	protein tyrosine phosphatase type IVA, member 2	-1107
2:203129141–203129557	NOP58	NOP58 ribonucleoprotein	-1090
12:53474061–53474477	SPRYD3	SPRY domain containing 3	-1065
4:87814423–87814839	C4orf36	chromosome 4 open reading frame 36	-1062
17:29157723–29158139	ATAD5	ATPase family, AAA domain containing 5	-1057
19:50029617–50030033	RCN3	reticulocalbin 3, EF-hand calcium binding domain	-1050
9:19150115–19150531	PLIN2	perilipin 2	-1047
7:138666899–138667315	KIAA1549	KIAA1549	-1043
11:66446181–66446597	RBM4B	RNA binding motif protein 4B	-997
16:88783445–88783861	PIEZO1	piezo-type mechanosensitive ion channel component 1	-968
5:176828391–176828807	PFN3	profilin 3	-962
6:35309180–35309596	PPARD	peroxisome proliferator-activated receptor delta	-947
3:52805678–52806094	NEK4	NIMA-related kinase 4	-921
14:52291822–52292238	GNG2	guanine nucleotide binding protein (G protein), gamma 2	-883
1:150292846–150293262	PRPF3	PRP3 pre-mRNA processing factor 3 homolog (S. cerevisiae)	-871
1:28560198–28560614	DNAJC8	DnaJ (Hsp40) homolog, subfamily C, member 8	-870
17:1626772–1627188	WDR81	WD repeat domain 81	-854
16:72137332–72137748	DHX38	DEAH (Asp-Glu-Ala-His) box polypeptide 38	-845
18:77961381–77961797	PARD6G	par-6 partitioning defective 6 homolog gamma (C. elegans)	-825
13:42621863–42622279	DGKH	diacylglycerol kinase, eta	-818
13:77461149–77461565	KCTD12	potassium channel tetramerisation domain containing 12	-817
22:43037207–43037623	ATP5L2	ATP synthase, H+ transporting, mitochondrial Fo complex, subunit G2	-808
15:42076825–42077241	AC073657.1		-804
5:170189356–170189772	GABRP	gamma-aminobutyric acid (GABA) A receptor, pi	-790
20:34000467–34000883	UQCC	ubiquinol-cytochrome c reductase complex chaperone	-731
9:99802448–99802864	CTSL2	cathepsin L2	-731
22:50766008–50766424	DENND6B	DENN/MADD domain containing 6B	-727
22:19279757–19280173	CLTCL1	clathrin, heavy chain-like 1	-726
1:154244054–154244470	HAX1	HCLS1 associated protein X-1	-725
9:125591423–125591839	PDCL	phosducin-like	-721
15:40401584–40402000	BMF	Bcl2 modifying factor	-699
12:48745657–48746073	ZNF641	zinc finger protein 641	-668
1:107598393–107598809	PRMT6	protein arginine methyltransferase 6	-666
5:134073321–134073737	CAMLG	calcium modulating ligand	-662
19:2256862–2257278	JSRP1	junctional sarcoplasmic reticulum protein 1	-654
4:17783579–17783995	FAM184B	family with sequence similarity 184, member B	-652
6:25965887–25966303	TRIM38	tripartite motif containing 38	-649
2:242186700–242187116	HDLBP	high density lipoprotein binding protein	-629
7:43909561–43909977	MRPS24	mitochondrial ribosomal protein S24	-613
20:44440411–44440827	UBE2C	ubiquitin-conjugating enzyme E2C	-596
8:99075748–99076164	C8orf47	chromosome 8 open reading frame 47	-583
8:19680112–19680528	INTS10	integrator complex subunit 10	-579
15:60885693–60886109	RORA	RAR-related orphan receptor A	-576
9:124856243–124856659	TTLL11	tubulin tyrosine ligase-like family, member 11	-566
12:123948281–123948697	SNRNP35	small nuclear ribonucleoprotein 35kDa (U11/U12)	-564
4:190861171–190861587	FRG1	FSHD region gene 1	-564
19:11450690–11451106	RAB3D	RAB3D, member RAS oncogene family	-554
10:126489606–126490022	FAM175B	family with sequence similarity 175, member B	-540
7:129691616–129692032	ZC3HC1	zinc finger, C3HC-type containing 1	-533
13:103458965–103459381	RP11-484I6.7	BIVM-ERCC5 protein	-531
22:30475426–30475842	HORMAD2	HORMA domain containing 2	-529
3:155463174–155463590	PLCH1	phospholipase C, eta 1	-526
19:39970330–39970746	TIMM50	translocase of inner mitochondrial membrane 50 homolog (S. cerevisiae)	-514
19:56347244–56347660	NLRP4	NLR family, pyrin domain containing 4	-492
1:26871647–26872063	RPS6KA1	ribosomal protein S6 kinase, 90kDa, polypeptide 1	-488
11:62555950–62556366	TMEM179B	transmembrane protein 179B	-483
19:2740422–2740838	SLC39A3	solute carrier family 39 (zinc transporter), member 3	-480
8:146176515–146176931	ZNF16	zinc finger protein 16	-449
2:175202383–175202799	AC018470.1	Uncharacterized protein FLJ46347	-440
3:141120576–141120992	ZBTB38	zinc finger and BTB domain containing 38	-407
1:27213196–27213612	GPN2	GPN-loop GTPase 2	-388
19:12946378–12946794	RTBDN	retbindin	-344
10:28032598–28033014	MKX	mohawk homeobox	-332
6:44923360–44923776	SUPT3H	suppressor of Ty 3 homolog (S. cerevisiae)	-321
21:34926838–34927254	SON	SON DNA binding protein	-309
20:4880379–4880795	SLC23A2	solute carrier family 23 (nucleobase transporters), member 2	-294
21:45078094–45078510	HSF2BP	heat shock transcription factor 2 binding protein	-277
13:50070769–50071185	PHF11	PHD finger protein 11	-272
16:22018485–22018901	C16orf52	chromosome 16 open reading frame 52	-266
11:17372825–17373241	NCR3LG1	natural killer cell cytotoxicity receptor 3 ligand 1	-240
20:36149179–36149595	NNAT	neuronatin	-230
14:96670598–96671014	BDKRB2	bradykinin receptor B2	-210
6:84419386–84419802	SNAP91	synaptosomal-associated protein, 91kDa	-184
17:57983959–57984375	RPS6KB1	ribosomal protein S6 kinase, 70kDa, polypeptide 1	-182
9:130660260–130660676	ST6GALNAC6	ST6 (alpha-N-acetyl-neuraminyl-2,3-beta-galactosyl-1,3)-N-acetylgalactosaminide alpha-2,6-sialyltransferase 6	-177
1:107683060–107683476	NTNG1	netrin G1	-174
18:2846660–2847076	EMILIN2	elastin microfibril interfacer 2	-160
17:73528230–73528646	LLGL2	lethal giant larvae homolog 2 (Drosophila)	-136
3:55521255–55521671	WNT5A	wingless-type MMTV integration site family, member 5A	-132
4:99578749–99579165	TSPAN5	tetraspanin 5	-114
17:72580766–72581182	C17orf77	chromosome 17 open reading frame 77	-83
17:73085977–73086393	SLC16A5	solute carrier family 16, member 5 (monocarboxylic acid transporter 6)	-72
11:62445317–62445733	UBXN1	UBX domain protein 1	-70
2:219906078–219906494	CCDC108	coiled-coil domain containing 108	-41
1:47697216–47697632	TAL1	T-cell acute lymphocytic leukemia 1	-37
17:73230571–73230987	NUP85	nucleoporin 85kDa	-20
4:111397002–111397418	ENPEP	glutamyl aminopeptidase (aminopeptidase A)	-19
19:11658471–11658887	CNN1	calponin 1, basic, smooth muscle	24
4:47839834–47840250	CORIN	corin, serine peptidase	47
15:55790255–55790671	DYX1C1	dyslexia susceptibility 1 candidate 1	83
21:34924435–34924851	SON	SON DNA binding protein	89
15:57025972–57026388	ZNF280D	zinc finger protein 280D	104
6:137815204–137815620	OLIG3	oligodendrocyte transcription factor 3	119
14:23652505–23652921	SLC7A8	solute carrier family 7 (amino acid transporter light chain, L system), member 8	136
12:31812613–31813029	METTL20	methyltransferase like 20	176
14:72400014–72400430	RGS6	regulator of G-protein signaling 6	273
2:98703769–98704185	VWA3B	von Willebrand factor A domain containing 3B	278
3:186281629–186282045	TBCCD1	TBCC domain containing 1	297
6:43112135–43112551	PTK7	PTK7 protein tyrosine kinase 7	306
14:64956734–64957150	ZBTB25	zinc finger and BTB domain containing 25	309
2:216239872–216240288	FN1	fibronectin 1	332
19:14217131–14217547	PRKACA	protein kinase, cAMP-dependent, catalytic, alpha	333
20:62903727–62904143	PCMTD2	protein-L-isoaspartate (D-aspartate) O-methyltransferase domain containing 2	385
14:32545502–32545918	ARHGAP5	Rho GTPase activating protein 5	390
2:24271847–24272263	C2orf44	chromosome 2 open reading frame 44	390
11:63754509–63754925	OTUB1	OTU domain, ubiquitin aldehyde binding 1	403
3:188665201–188665617	TPRG1	tumor protein p63 regulated 1	406
5:96294368–96294784	LNPEP	leucyl/cystinyl aminopeptidase	421
1:151694242–151694658	RIIAD1	regulatory subunit of type II PKA R-subunit (RIIa) domain containing 1	437
19:16204630–16205046	TPM4	tropomyosin 4	456
11:71163246–71163662	DHCR7	7-dehydrocholesterol reductase	460
12:3120506–3120922	TEAD4	TEA domain family member 4	504
1:200012019–200012435	NR5A2	nuclear receptor subfamily 5, group A, member 2	510
19:6007516–6007932	RFX2	regulatory factor X, 2 (influences HLA class II expression)	513
2:216300012–216300428	FN1	fibronectin 1	570
16:57474089–57474505	CIAPIN1	cytokine induced apoptosis inhibitor 1	590
3:42002666–42003082	ULK4	unc-51-like kinase 4 (C. elegans)	612
1:228644735–228645151	HIST3H2A	histone cluster 3, H2a	617
19:47735191–47735607	BBC3	BCL2 binding component 3	624
13:36919583–36919999	SPG20	spastic paraplegia 20 (Troyer syndrome)	629
22:30477422–30477838	HORMAD2	HORMA domain containing 2	630
2:235404366–235404782	ARL4C	ADP-ribosylation factor-like 4C	670
10:7860937–7861353	TAF3	TAF3 RNA polymerase II, TATA box binding protein (TBP)-associated factor, 140kDa	678
12:58160138–58160554	CYP27B1	cytochrome P450, family 27, subfamily B, polypeptide 1	688
6:35420636–35421052	FANCE	Fanconi anemia, complementation group E	706
19:13988601–13989017	NANOS3	nanos homolog 3 (Drosophila)	746
10:74870845–74871261	NUDT13	nudix (nucleoside diphosphate linked moiety X)-type motif 13	765
6:27115481–27115897	HIST1H2AH	histone cluster 1, H2ah	828
1:247266524–247266940	ZNF669	zinc finger protein 669	848
19:47216200–47216616	PRKD2	protein kinase D2	872
14:21946061–21946477	TOX4	TOX high mobility group box family member 4	886
19:11668857–11669273	ELOF1	elongation factor 1 homolog (S. cerevisiae)	895
17:36996603–36997019	C17orf98	chromosome 17 open reading frame 98	897
20:31123045–31123461	C20orf112	chromosome 20 open reading frame 112	947
12:50786921–50787337	LARP4	La ribonucleoprotein domain family, member 4	963
20:62340208–62340624	ZGPAT	zinc finger, CCCH-type with G patch domain	974
6:44188171–44188587	SLC29A1	solute carrier family 29 (nucleoside transporters), member 1	986
3:185001603–185002019	MAP3K13	mitogen-activated protein kinase kinase kinase 13	997
12:65089089–65089505	AC025262.1	Mesenchymal stem cell protein DSC96	1032
9:19050250–19050666	RRAGA	Ras-related GTP binding A	1086
16:1878116–1878532	FAHD1	fumarylacetoacetate hydrolase domain containing 1	1099
1:35323305–35323721	SMIM12	small integral membrane protein 12	1133
20:62461205–62461621	ZBTB46	zinc finger and BTB domain containing 46	1154
19:17531871–17532287	MVB12A	multivesicular body subunit 12A	1159
11:638254–638670	DRD4	dopamine receptor D4	1169
15:79576111–79576527	ANKRD34C	ankyrin repeat domain 34C	1173
3:55519903–55520319	WNT5A	wingless-type MMTV integration site family, member 5A	1220
7:148786349–148786765	ZNF786	zinc finger protein 786	1240
19:39437782–39438198	FBXO17	F-box protein 17	1253
19:47352074–47352490	AP2S1	adaptor-related protein complex 2, sigma 1 subunit	1291
2:201751795–201752211	PPIL3	peptidylprolyl isomerase (cyclophilin)-like 3	1299
12:92529288–92529704	RP11-24B21.1	uncharacterized protein LOC256021 isoform 1	1301
1:152007979–152008395	S100A11	S100 calcium binding protein A11	1324
13:103424546–103424962	TEX30	testis expressed 30	1351
6:107779175–107779591	PDSS2	prenyl (decaprenyl) diphosphate synthase, subunit 2	1377
1:31380013–31380429	SDC3	syndecan 3	1387
22:31004379–31004795	TCN2	transcobalamin II	1396
20:44423810–44424226	DNTTIP1	deoxynucleotidyltransferase, terminal, interacting protein 1	1414
19:46086441–46086857	OPA3	optic atrophy 3 (autosomal recessive, with chorea and spastic paraplegia)	1428
3:160115349–160115765	IFT80	intraflagellar transport 80 homolog (Chlamydomonas)	1438
14:23282743–23283159	SLC7A7	solute carrier family 7 (amino acid transporter light chain, y+L system), member 7	1440
18:686337–686753	ENOSF1	enolase superfamily member 1	1459
8:135650448–135650864	ZFAT	zinc finger and AT hook domain containing	1467

### Changes in 5hmC profile upon simulated-microgravity

We applied hMeDIP analyses coupled with high-throughput sequencing to identify the differences in the genome-wide patterns of 5hmC upon simulated microgravity on TK6 cells. 2.7x10^8^ and 1.4x10^8^ reads were obtained during hMeDIP-seq from TK6 cells under static and simulated microgravity respectively and more than 90% of these read uniquely aligned to the human genome GRCh37/hg19, 2009 Assembly (**S1 Table and S2 Fig**). The depth of sequencing for the hmeDIP-seq samples ranged from 1.8X to 4.6X depending on the sample (**S1 Table**). Cross-correlation analysis was performed as per the ENCODE consortium guidelines [42, 52, 53] and all the samples displayed Normalized Strand Correlation (NSC) and Relative Strand Correlation (RSC) values greater than the minimum threshold (**S1 Table**). The consistency of reads in the biological replicates were observed through the cluster analysis (**S3 Fig**) and coverage analysis (**S5 Fig**). Of the 167 Differentially Hydroxymethylated Regions (DHMRs) **(S6 Table & S7 Table**) generated at IDR < 0.05, 154 (92.2%) were associated with hyper-hydroxymethylation (gain-of-5hmC) **(S6 Table)** and 13 (7.8%) with hypo-hydroxymethylation (loss-of-5hmC) (**S7 Table)** upon simulated microgravity respectively. The overlap of DHMRs with different genomic features indicated that 86 and 7 genes were associated with gain-of-5hmC and loss-of-5hmC DHMRs respectively (**Table 1**). Also, 5 gain-of-5hmC (**Table 4***)* and2 loss-of-5hmC (**Table 5)** DHMRs were observed around -1500 to 1500 bps of Transcription Start Sites (TSS). The distribution of DNA repeat regions present within the DHMRs was represented in **Table 1**. Metadata describing each DHMR was included in **S6 Table & S7 Table**. Investigation of GREAT version 3.0.0 ontology annotation [54] was included in **S8 Table.** Gain-of-5hmC DHMRs induced by simulated microgravity were found to be associated with genes that enriched in GO Biological Processes like positive regulation of B cell activation (GO: 0050871), positive regulation of B cell proliferation (GO: 0030890) and positive regulation of cell-cell adhesion (GO: 0034116) among others **(Fig 3A)**. Panther Pathway Analysis of these gan-of-5hmC DHMRs implicated the muscarinic acetylcholine receptor signaling (P00042), insulin/IGF pathway-protein kinase B signaling cascade (P00033) and Fas signaling (P00020) among others (**Fig 3B**), Due to an extremely small gene set associated with loss-of-5hmC DHMRs, significant p-values of pathway associations were not obtained and have not been reported here.

**Fig 3:**
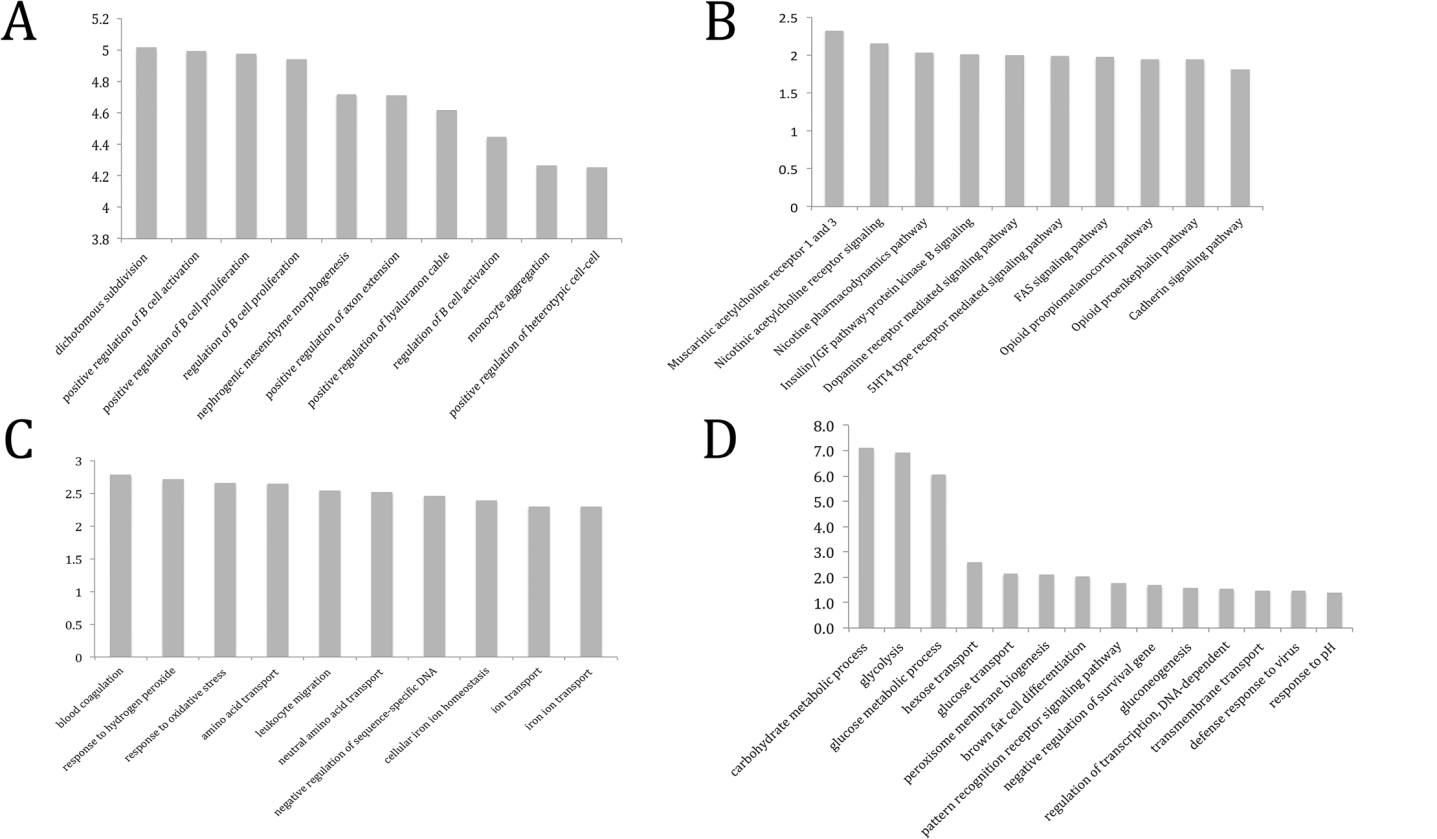
Pathways illustrating the network of genomic loci involved with (A & B) Regions undergoing increase in 5hmC content and (C & D) differential gene expression.

**Table 4:** List of hyper-hydroxymethylated DHMRs located within +/- 1500 of Transcription Start Sites of genes. Columns display the genomic coordinates of DHMRs, Gene Symbol of the corresponding gene, the description of the genome and the exact distance in base pairs.

DHMR(Chr:Start-End)	Gene Symbol	Description	Distance
7:73103920–73104390	WBSCR22	Williams Beuren syndrome chromosome region 22	-1091
19:11319910–11320380	DOCK6	dedicator of cytokinesis 6	-525
19:6678748–6679218	C3	complement component 3	229
20:29977639–29978109	DEFB119	defensin, beta 119	412
11:117745746–117746216	FXYD6	FXYD domain containing ion transport regulator 6	1359

**Table 5:** List of hypo-hydroxymethylated DHMRs located within +/- 1500 of Transcription Start Sites of genes. Columns display the genomic coordinates of DHMRs, Gene Symbol of the corresponding gene, the description of the genome and the exact distance in base pairs

DHMR(Chr:Start-End)	Gene Symbol	Description	Distance
3:96336458–96336934	MTRNR2L2	MT-RNR2-like 2	-579
3:96336159–96336635	MTRNR2L2	MT-RNR2-like 2	-280

### Changes in the transcriptome upon simulated-microgravity

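RNA was sequenced from TK6 cells, a human lymphoblastoid cell line, grown for 48 hours in High Aspect Ratio Vessels, which rotated at 12 rpm for simulated microgravity and stood still for the static control, with 2 libraries per condition. The authors aligned the reads to hg19 with TopHat, removed reads with multiple mappings and counted reads per known gene with Bamutils. The deposited counts are given per RefSeq record, and records of the same gene share reads. The table lists only records above 1 CPM in at least 1 library, 22375 records of 11415 gene symbols. Counts summed over records to 112609031 and 126368530 in the simulated microgravity libraries and to 119211458 and 122000359 in the static control libraries. All listed records were tested with edgeR's quasi-likelihood test after TMM scaling, at an FDR under 0.1, since the paper's text names edgeR but not which of its tests was used. Genes and groups of genes were tested in the same way on 1 record per gene, the record with the highest mean count, and CPM values given for genes are scaled by TMM over these records (57481518 to 64497287 counts per library). Libraries of the same condition differed by more than the sampling noise of counts, with a chi-square per degree of freedom of 22.4 for simulated microgravity and 19.6 for static control. On the first principal component, which held 50.2% of the variance, simulated microgravity replicate 2 and static control replicate 1 lay at the ends and simulated microgravity replicate 1 lay next to static control replicate 2. The paper calls its MeDIP-seq and hMeDIP-seq replicates biological but does not say whether the RNA libraries of a condition came from separate cultures. If they did not, the p-values measure only the spread between these samples. An exact two-sided permutation test of 2 libraries against 2 can give no p below 0.333, so a single gene cannot be tested by permutation.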

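The fructose transporter SLC2A5 and the T cell-attracting chemokine CCL22 were among the genes that fell in simulated microgravity, and the delta globin gene HBD and the B cell gene FCRLA, which encodes an Fc receptor-like protein, were among those that rose. SLC2A5 had 11.2 ± 3.00 CPM (SD, n = 2) in simulated microgravity and 26.0 ± 0.211 CPM (SD, n = 2) in static control, a log2 fold change of -1.22 (standard error 0.13, adjusted p = 0.000119 from edgeR's quasi-likelihood test). CCL22 had 9.53 ± 0.527 CPM (SD, n = 2) and 15.8 ± 0.970 CPM (SD, n = 2) in the same order, a log2 fold change of -0.73 (standard error 0.10, adjusted p = 0.00252 from the same edgeR test). HBD had 9.40 ± 0.541 CPM (SD, n = 2) in simulated microgravity against 5.65 ± 0.257 CPM (SD, n = 2), a log2 fold change of 0.73 (standard error 0.12, adjusted p = 0.00551 from the same edgeR test). FCRLA had a log2 fold change of 0.49 (standard error 0.09, adjusted p = 0.00998 from the same edgeR test) and did not pass without static control replicate 1 (adjusted p = 0.115). Counted once per gene, 99 genes fell and 27 rose. Among records, 224 fell and 72 rose, 296 in all from 169 gene symbols, and 1879 records had an unadjusted p under 0.05. The share that fell was 75.7%, with an exact Clopper-Pearson 95% interval of 70.4% to 80.5% that covers counting error only and treats records that share reads as separate. Without simulated microgravity replicate 2, 175 records rose and 201 fell, a share of 53.5%, outside that interval, against 64.5% without simulated microgravity replicate 1, 83.1% without static control replicate 1 and 80.7% without static control replicate 2. The number of records that passed was 1777 without simulated microgravity replicate 1, 376 without simulated microgravity replicate 2, 148 without static control replicate 1 and 135 without static control replicate 2, where the lone library is assumed to vary like the other group. The number of genes that passed was 877 without simulated microgravity replicate 1, 211 without simulated microgravity replicate 2 and 70 without static control replicate 1.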

In TK6 cells, simulated microgravity induced differential expression of 370 transcripts out of 22,376 transcripts analyzed (FDR<0.1) compared to static control **(S9 Table).** 271 (73.24%) differentially expressed transcripts were associated with a decrease in expression, while 99 (26.76%) differentially expressed transcripts were associated with an increase in gene expression. 17 (4.59%) genes were associated with a drastic change of differentially expression (greater than 2 fold increase or decrease), while the vast majority were associated with intermediate (0–2 fold) change in differential expression. 

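CHAC1, which encodes an enzyme that degrades glutathione, rose most, and TRPA1, an ion channel opened by irritants, also rose more than 2-fold. The rank of CHAC1 rests on simulated microgravity replicate 2. Without that library its log2 fold change was 0.64, below the lowest value of TRPA1 with any library left out (0.88). PFKFB4, an enzyme that sets the rate of glycolysis, and MIR210HG, the host transcript of a hypoxia-induced microRNA, fell more than 2-fold. CHAC1 (chromosome 15 of hg19, 41245636 to 41248717) had 21.7 ± 14.8 CPM (SD, n = 2) in simulated microgravity and 7.22 ± 1.04 CPM (SD, n = 2) in static control, a log2 fold change of 1.60 (standard error 0.29, adjusted p = 0.0101 from edgeR's quasi-likelihood test). TRPA1 (chromosome 8, 72933486 to 72987819) had 4.78 ± 0.227 and 2.27 ± 0.468 CPM (SD, n = 2 each), a log2 fold change of 1.08 (standard error 0.17, adjusted p = 0.00507 from the same edgeR test). PFKFB4 (chromosome 3, 48555117 to 48594227) had 39.0 ± 22.0 and 99.7 ± 2.57 CPM (SD, n = 2 each), a log2 fold change of -1.36 (standard error 0.22, adjusted p = 0.00507 from the same edgeR test). MIR210HG had 5.05 ± 2.44 and 12.7 ± 0.426 CPM (SD, n = 2 each), a log2 fold change of -1.34 (standard error 0.20, adjusted p = 0.00336 from the same edgeR test). Other large increases were in INHBE, an inhibin subunit of the activin family (0.92), HMOX1, heme oxygenase (0.84), the prostaglandin receptor gene PTGER4 (0.65), the actin oxidase gene MICAL2 (0.64), SQRDL, which oxidizes sulfide in mitochondria (0.58), and the stress-induced gene SESN2 (0.56, all log2 fold changes that passed the same test). Other large decreases were in the kinase anchor AKAP6 (-1.04), INSIG2 (-1.03), the lipid droplet gene HILPDA (-0.96) and the transcription factor POU2F3 (-0.94). GOLGA6L10 had a log2 fold change of -8.71 that rests on 1 library: its counts were 82 and 116 in simulated microgravity and 82426 and 118 in static control, it lies among near-identical copies on chromosome 15 that may share its reads, and without static control replicate 1 its log2 fold change was -0.24 (adjusted p = 1 from the same edgeR test). Of the 296 records past the FDR, 13 fell and 3 rose more than 2-fold, 16 records of 12 gene symbols. Counted once per gene, 115 genes changed less than 2-fold and 11 more, and the median absolute log2 fold change was 0.49. Of the 370 records of S9 Table, which the study chose on these libraries, 292 passed and all 370 had the paper's direction.
Without simulated microgravity replicate 2, the log2 fold changes of CHAC1 and PFKFB4 were 0.64 and -0.87 and still passed, and those of INHBE (0.35, adjusted p = 0.276) and SESN2 (0.20, adjusted p = 0.509) no longer did. Without simulated microgravity replicate 1, PFKFB4 had a log2 fold change of -2.09 and SESN2 of 0.84, and 52 records changed more than 2-fold, against 5 without replicate 2. PTGER4 did not pass without simulated microgravity replicate 2 (adjusted p = 0.293) or without either static control replicate (0.264 and 0.156), nor did MICAL2 (0.161, 0.415 and 0.468), and SQRDL did not pass without static control replicate 1 (0.343). Of the S9 Table records, 146 passed without static control replicate 1 and 118 without static control replicate 2. DESeq2 called 8 records changed more than 2-fold and 181 of the S9 Table records, and it did not call CHAC1 (adjusted p = 0.655), INHBE, PTGER4, MICAL2, SESN2, PFKFB4 (0.567), MIR210HG (0.318), INSIG2 (0.318) or HILPDA (0.255). MICAL2 and SESN2 also did not pass with library sizes in place of TMM (0.118 and 0.105) or with the record listed first for each gene (0.103 and 0.115), and limma-voom did not call SESN2 (0.113) or GOLGA6L10 (0.773). edgeR's quasi-likelihood test with robust = TRUE, chosen after the results had been seen, did not call CHAC1 (0.842), INHBE, SESN2, GOLGA6L10, PFKFB4 (0.813), MIR210HG (0.68), INSIG2 (0.73) or HILPDA (0.63).

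**Figure D1:**
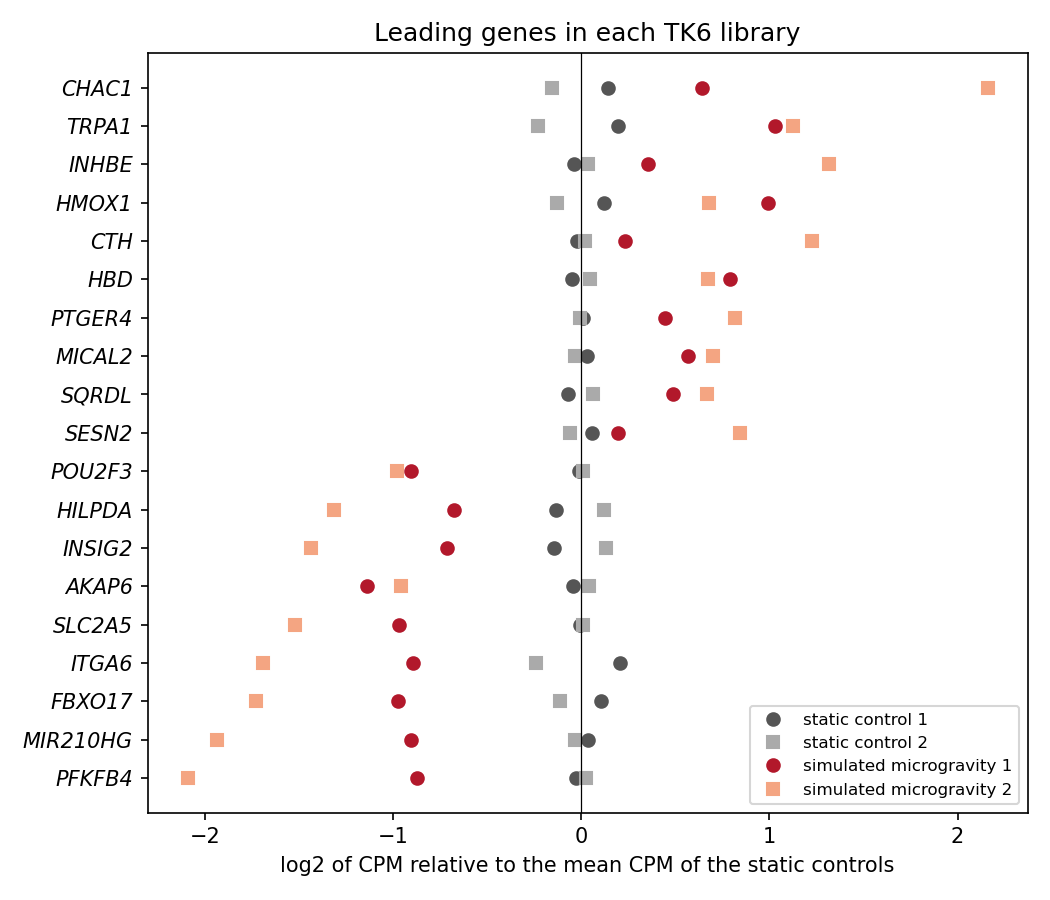
Log2 CPM of each library relative to the static control mean (horizontal axis) for the genes with the largest changes past the FDR (vertical axis), without GOLGA6L10; each point is 1 library. The CHAC1 points of simulated microgravity average 21.7 CPM and lie far apart (SD 14.8 CPM), while those of TRPA1 lie close together (SD 0.227 CPM).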

Furthermore, the pathway analysis **(S10 Table)** of transcriptionally upregulated genes showed enrichment of GO Biological Processes such as response to oxidative stress (GO:0006979) and ion transport (GO:0006811) (**Fig 3C**), while the downregulated genes could be linked to regulation of DNA-dependent transcription (GO:0006355) and carbohydrate metabolic processes (GO:0005975) (**Fig 3D).** Some of the top upregulated genes include CHAC1, TRPA1, ATAD3C, INHBE, CTH, HMOX, HBD, SPG20, CACNA1D and PTGER4, while the top downregulated genes were GOLGA6L9, PFKFB4, FBXO17, ITGA6, PIK3R6, SLC2A5, INSIG2, AKAP6, HILPDA and POU2F3 (**S9 Table).**

### Correlation between simulated microgravity induced DMRS/DHMRs and gene expression

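FBXO17, which encodes the substrate-binding subunit of a ubiquitin ligase, and PLIN2, which encodes a coat protein of lipid droplets, fell in simulated microgravity. Both are among the genes that Table 3 lists with loss of 5mC near a transcription start site. Of 136 measured genes of Table 3, these 2 fell, none rose and 134 did not pass. FBXO17 had a log2 fold change of -1.31 (standard error 0.24, adjusted p = 0.0116 from edgeR's quasi-likelihood test). Neither region lies at the start of the record measured here. The FBXO17 region overlaps coding sequence inside the gene, whose record starts at 39466380 on the minus strand. The PLIN2 region lies outside the gene, upstream of the measured record. PLIN2 had a log2 fold change of -0.37 (standard error 0.08, adjusted p = 0.0329 from the same edgeR test), and did not pass without static control replicate 1 or without replicate 2. The tetraspanin gene TSPAN5 had a log2 fold change of 0.55 (standard error 0.17, adjusted p = 0.216), and SPG20, a gene of endosomal trafficking, of 0.70 (standard error 0.21, adjusted p = 0.221 from the same edgeR test). The kinase gene MAP3K13 had a log2 fold change of 0.03 in the record with the highest count, a noncoding one (standard error 0.09, adjusted p = 0.988 from the same edgeR test). In the record listed first it had -0.41 (adjusted p = 0.136), and 1 of its 4 records passed in the test of all records. Of 83 measured genes of Table 2, with gain of 5mC at their promoter, none passed in edgeR's quasi-likelihood test, and 7 had an unadjusted p under 0.05. The exact and likelihood ratio tests of edgeR called 4 genes of both tables together, FBXO17, PLIN2, SPG20 and TSPAN5, and DESeq2 and limma-voom called 2. The share that passed was 1.47% in Table 3 and 1.10% among the other genes (Fisher's exact test, two-sided p = 0.664, odds ratio 1.34, 95% interval 0.159 to 5.05), and the odds ratio of Table 2 was 0 with an upper limit of 4.1 (two-sided p = 1). The median log2 fold changes were 0.02 for Table 2 and 0.00 for Table 3, and neither table moved against the other genes (camera's adjusted p = 0.408 and 0.81). Of both tables together, 13 genes passed without simulated microgravity replicate 1, 5 without simulated microgravity replicate 2 and 1 without either static control replicate.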

A comparison of the simulated microgravity induced differentially expressed genes (**S9 Table**) with DMRs located at gene promoters (**Tables 2 & 3**) revealed that two transcriptionally upregulated genes (TSPAN5 and SPG20) were associated with loss-of-5mC at their promoter and three transcriptionally downregulated genes (PLIN2, MAP3K13 and FBXO1) were associated with loss-of-5mC at their promoter. None of the gene promoters linked to DHMRs (**Tables 4 & 5**) were found to be differentially expressed (**S9 Table**). Similarly, the comparison of simulated microgravity induced differentially expressed genes with DMRs/DHMRs located at gene bodies revealed that 25 differentially expressed associated with DMRs at their gene bodies and none of the differentially expressed genes associated with DHMRs at their gene bodies. 

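The genes of Table 4 that were measured are DOCK6, an exchange factor for small GTPases, the complement gene C3, and WBSCR22, a methyltransferase of ribosome assembly. C3 had 9.86 ± 2.18 CPM (SD, n = 2) in simulated microgravity and 8.86 ± 1.28 CPM (SD, n = 2) in static control, a log2 fold change of 0.15 (standard error 0.14, adjusted p = 0.905 from edgeR's quasi-likelihood test). DOCK6 and WBSCR22 had log2 fold changes of -0.08 and -0.06 (adjusted p = 0.944 and 0.946 from the same edgeR test). Both regions of Table 5 lie on chromosome 3, while the record measured under their symbol, MTRNR2L2, lies on chromosome 5 from 79945819 to 79946854, so its level is not that of a gene at these regions. That record, a nuclear copy of mitochondrial DNA that may share reads with it, had 596 ± 7.42 CPM (SD, n = 2) in simulated microgravity and 656 ± 22.0 CPM (SD, n = 2) in static control, a log2 fold change of -0.14 (standard error 0.07, adjusted p = 0.709 from the same edgeR test). None of the 3 genes of Table 4 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, and edgeR's exact and likelihood ratio tests, DESeq2 and limma-voom called none of them. The odds ratio for a call among the 3 genes of Table 4 has a 95% interval of 0 to 217 (Fisher's exact test), so 3 genes cannot show a difference from the other genes.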

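Of 24 measured genes with a DMR in their gene body that the paper calls differentially expressed, 2 rose, CTH, an enzyme of cysteine synthesis, and VCL, a link between integrins and actin, 6 fell and 16 did not pass. CACNB2, a subunit of voltage-dependent calcium channels, had 5.39 ± 0.833 CPM (SD, n = 2) in simulated microgravity and 9.01 ± 0.430 CPM (SD, n = 2) in static control, a log2 fold change of -0.74 (standard error 0.13, adjusted p = 0.00873 from edgeR's quasi-likelihood test). The Ras-related GTPase gene RIT1 had 20.5 ± 3.68 and 29.3 ± 3.76 CPM (SD, n = 2 each), a log2 fold change of -0.52 (standard error 0.11, adjusted p = 0.0345 from the same edgeR test). The pseudogenes GTF2IRD2P1 and PMS2CL, which have near-identical parent genes and may share reads with them, had log2 fold changes of -0.79 (adjusted p = 0.0737) and -0.36 (adjusted p = 0.0926 from the same edgeR test). The remaining falls were in FBXO17 and AKAP6. The study chose these genes on the same libraries, so the counts are not independent evidence. RIT1 had a log2 fold change of -0.34 without simulated microgravity replicate 2 and did not pass without static control replicate 2 (-0.38, adjusted p = 0.191). GTF2IRD2P1 had a log2 fold change of -1.25 without simulated microgravity replicate 1 and did not pass without simulated microgravity replicate 2 (-0.43, adjusted p = 0.261), without static control replicate 1 (0.106) or in DESeq2 (0.115). PMS2CL did not pass without simulated microgravity replicate 2 (0.168), without static control replicate 1 (0.533), without static control replicate 2 (0.446) or in DESeq2 (0.15), and with library sizes in place of TMM neither pseudogene passed (0.131 and 0.149). Gene bodies with DHMRs were not analysed here.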

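Of the 16 genes with loss of 5mC alone in their gene body, 6 had a positive and 10 a negative log2 fold change, and of the 6 genes with gain of 5mC alone, 3 had a positive and 3 a negative one. A two-sided Fisher's exact test of these directions gave p = 0.655, with an odds ratio of 0.614 and a 95% interval of 0.0602 to 6.16, too wide to show a relation over 22 genes. Among the loss-of-5mC genes, the zinc transporter SLC39A14 had 82.8 ± 10.2 CPM (SD, n = 2) in simulated microgravity and 68.1 ± 1.93 CPM (SD, n = 2) in static control, a log2 fold change of 0.28 (standard error 0.09, adjusted p = 0.213 from edgeR's quasi-likelihood test). The mitochondrial gene MSTO1 had a log2 fold change of -0.59 (standard error 0.16, adjusted p = 0.128 from the same edgeR test), with 2451 and 4392 counts in the static control libraries. It passed without simulated microgravity replicate 1 (-0.63, adjusted p = 1.16e-08), without simulated microgravity replicate 2 (-0.55, 8.21e-06) and without static control replicate 1 (-0.94, 1.17e-07), and had -0.13 without static control replicate 2, so the size of the decrease rests on that library. The pseudogene MSTO2P, whose span overlaps MSTO1 and which may share its reads, had a log2 fold change of -0.34 (adjusted p = 0.246 from the same edgeR test). NCKIPSD, an adaptor protein of the actin cytoskeleton, had a log2 fold change of -0.31 (adjusted p = 0.188 from the same edgeR test). Among the gain-of-5mC genes, WDR45B, a gene of autophagy, and CABLES1, a regulator of cyclin-dependent kinases, had log2 fold changes of -0.29 each (adjusted p = 0.182 and 0.194 from the same edgeR test). SLC39A14, NCKIPSD, WDR45B and CABLES1 passed without simulated microgravity replicate 1 (0.40, -0.44, -0.41 and -0.38) and had 0.15, -0.19, -0.19 and -0.20 without simulated microgravity replicate 2, where none of them passed. MSTO2P passed in the same 3 cases as MSTO1 and had -0.54 without static control replicate 1 and -0.10 without static control replicate 2. By group, loss of 5mC went with 1 rise (CTH) and 5 falls (FBXO17, AKAP6, RIT1, GTF2IRD2P1 and PMS2CL), gain of 5mC with 1 fall (CACNB2) and 1 rise (VCL), and neither gene with both marks passed.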

The relationship between methylation status at gene bodies and their respective transcriptional activity of these 25 differentially expressed genes did not show any significant correlation by Fisher’s Exact Test (**Fig 4A**) and could be divided into five distinct groups, (i) five transcriptionally upregulated genes with loss-of-5mC DMRs at their gene bodies (CTH, CACNA1D, SPG20, PLS1 and SLC39A14), (ii) eleven transcriptionally downregulated genes with loss-of-5mC DMRs at their gene bodies (FBXO17, AKAP6, RIT1, GTF2IRD2P1, MSTO1, PMS2CL, MAP3K13, ST3GAL1, NCKIPSD, MAST1 and MSTO2P), (iii) three transcriptionally downregulated genes associated with gain-of-5mC DMRs at their gene bodies (CACNB2, WDR45B and CABLES1), (iv) three transcriptionally upregulated genes with gain-of-5mC DMRs at their gene bodies (CASZ1, VCL and ATF3) and (v) two transcriptionally upregulated genes with gain-of-5mC as well as loss-of-5mC DMRs at their gene bodies (ARID5B and TSPAN5) (**Fig 4B**). The comparison of DMRs and DHMRs located at gene bodies (**S6 Fig**) yielded six overlapping groups namely (i) 140 genes were associated with gain-of-5mC and loss-of-5mC DMRs at their gene bodies, (ii) eight were genes were associated with loss-of-5mC DMRs and gain-of-5hmC DHMRs, (iii) five gene were associated with gain-of-5mC and loss-of-5mC DMRs as well as gain-of-5hmC DHMRs at their gene bodies, (iv) seven genes were associated with gain-of-5mC DMRs and gain-of-5hmC DHMRs at their gene bodies, (v) one gene was associated with gain-of-5mC DMR and loss-of-5hmC DHMR at its gene body and (vi) two genes were associated with gain-of-5hmC DHMRs and loss-of-5hmC DHMRs at their gene bodies.

**Fig 4:**
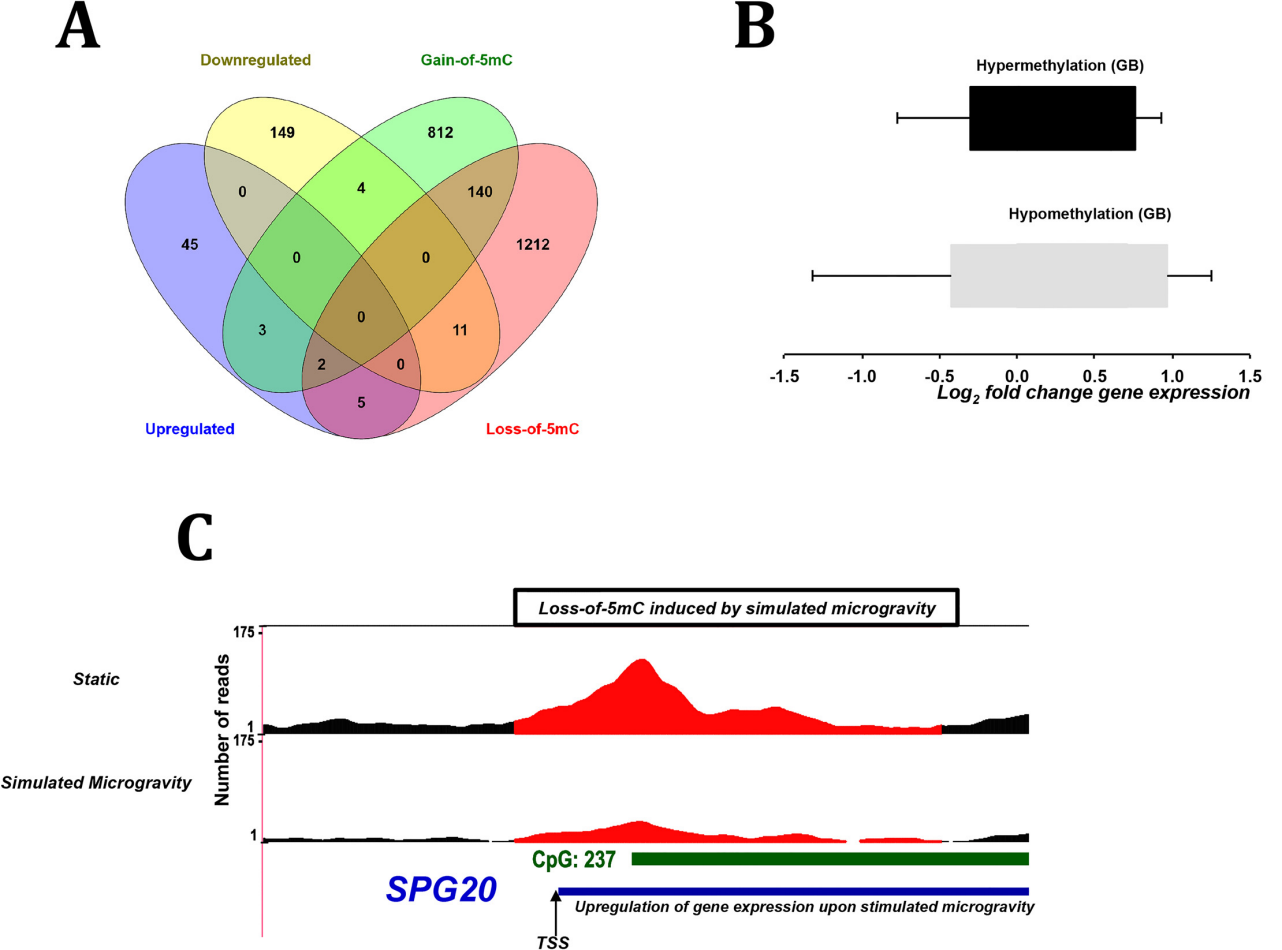
Overlap of simulated microgravity induced differentially expressed genes and genes undergoing differential methylation over gene-bodies (A) Fisher’s test showing no significant correlation between direction of methylation changes over gene bodies and their relative expression, (B)Venn diagram showing the overlap of differentially expressed genes with DMRs associated with gene bodies, (C) Statistical Representation of a gene SPG20, which underwent upregulation at the transcript level and a simultaneous decrease in 5mC levels at its promoter upon simulated microgravity.

## Discussion

The objective of this ground-based study was to map the genome-wide effects of simulated microgravity on DNA methylation, hydroxymethylation; and gene expression patterns in TK6 lymphoblastoid cells by a powerful Next Generation Sequencing pipeline. Although on the basis of numerous studies reporting microgravity-induced physiological changes in living organisms ranging from prokaryotes to humans, it has been speculated that microgravity-induced changes may occur in the methylome, very little is known about the effects of microgravity on DNA methylation. In 2009, Ou *et al* reported hypermethylation of a set of genes and transposable elements in rice (*Oryza sativa L*.*)* plants germinating from space-flown seeds [29]. Ou *et al* also reported that the spaceflight-induced hypermethylated genes did not generally correlate with alterations in their gene expression status [29]. In 2010, Singh *et al* reported that human T-lymphocytes subjected to simulated microgravity underwent global DNA hypomethylation on the basis of Methylation Sensitive-Random Amplified Polymorphic DNA (MS-RAPD)-PCR analysis [30]. However, since MS-RAPD-PCR is unable to identify specific methylated sites, the study by Singh *et al* could not report the target genes associated with the simulated-microgravity induced DNA hypomethylation. In 2011, Ou *et al* validated their previous finding that spaceflight induced hypermethylation of DNA (the frequency of spaceflight-induced hypermethylation was demonstrated to be nearly double of spaceflight-induced hypomethylation events) by assessing a larger genomic subset comprising 467 loci [31], though it was not evident if any study to correlate changes in DNA methylation with gene expression were further conducted.

The disparity between the conclusions of the studies conducted by Ou *et al* and Singh *et al* could be attributed to several factors, but we think that the following might be important to consider: (i) differences in mechanisms establishing and maintaining DNA methylation patterns in plants and animals (for a comprehensive review refer to [55]), (ii) while Ou *et al*’s investigation was based on spaceflight-induced “epigenetic memory” being transmitted from the seeds to the sapling, Singh *et al* had investigated the simulated microgravity-influenced changes in DNA methylation in immortalized T-lymphocyte cell cultures that might not be inheritable and (iii) while Singh *et al* had investigated the effects of only simulated microgravity on DNA methylation, Ou *et al* was investigating the effects of numerous factors like cosmic radiation, microgravity and space magnetic fields encountered during spaceflight. These reports therefore provided a strong basis for us to perform this study with advanced methods such as MeDIP-seq, hMeDIP-seq and RNA-seq to explore the relationship between the methylome and the transcriptome in microgravity exposed cells. To the best of our knowledge, this is the first report profiling the effects of simulated microgravity on the epigenomic landscape of human cells. 3204 DMRs and 2116 DHMRs distributed throughout the genome were identified in TK6 cells subjected to simulated microgravity. The majority of the DMRs (59.86%) were identified to undergo hypomethylation, which was consistent with the findings of Singh *et al* [30]. On the other hand the majority of DHMRs (92.2%) were associated with hyper hydroxymethylation.

Additionally, we have been able to perform ontology based annotations to obtain information about the biological processes that might be affected by genes associated with simulated microgravity induced changes occurring in the methylome. In particular, genes involved in primary metabolic processes, immune functions and the p53 pathway seems to be undergoing changes in their methylation/hydroxymethylation status under the influence of simulated microgravity. An early study on lymphoblastoid cells subjected to 48 hours of simulated microgravity by Degan *et al*. reported decrease of cellular ATP content, suggesting a simulated microgravity induced alteration in cellular metabolism [56]. It remains to be seen how simulated microgravity induced changes over the methylation levels of p53 effector genes play in TK6 which expresses the wild-type p53 [57], a tumor suppressor functioning extensively in the DNA repair pathway. Reduction of global methylation has been proposed to be a hallmark of genomic instability [14, 58] and it remains to be seen if the extensive loss-of-5mC induced by simulated microgravity reported in this study has any functional implications. Another finding in TK6 cell line, which was originally derived from a patient with T- blast crisis [32, 59, 60] and could potentially harbor progenitor forms of lymphocytes, pertains to changes in methylation/hydroxymethylation patterns over genes involved in lymphocyte development and activation cultured under simulated microgravity conditions. Interestingly whole-exome sequencing has revealed similarities in the genomic content of lymphocytes and lymphoblastoid cells [61], and thus in light of our findings TK6 lymphoblastoid cells may emerge as a good model to study B and T- lymphocyte development and activation in *in vitro* genomic studies.

Our study also revealed that simulated microgravity could alter the expression of 370 transcripts, however only 17 of these underwent greater than 2-fold change of up/downregulation. The transcriptionally upregulated genes showed enrichment of pathways involving response to oxidative stress and negative regulation of gene expression, while the downregulated genes could be linked to pathways responsible for glucose metabolism and transcription regulation. 

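Some genes induced by hypoxia through HIF and some enzymes of glycolysis fell in simulated microgravity, and a few genes of the oxidative stress response through NRF2 and of iron storage rose. As groups against all other genes, these lists passed camera with a preset correlation of 0.01 (adjusted p = 1.28e-64 for HIF, 5.83e-11 for glycolysis, 7.71e-16 for NRF2, 0.000102 for iron and 4.37e-21 for ATF4). None of them held with an estimated correlation: camera's adjusted p = 0.43 for the HIF, NRF2 and iron lists, and 0.627 for the glycolysis and ATF4 lists. That test estimates the correlation from 4 libraries and called none of the 27 lists. The iron list failed it although its estimated correlation of -0.0416 lies below the preset 0.01. These values therefore cannot decide whether genes that move together account for the preset results. Of 31 measured HIF target genes outside glycolysis, 18 fell and none rose (25 lower and none higher when adjusted over the list alone), with a median log2 fold change of -0.45. PDK1, a pyruvate dehydrogenase kinase, had 56.7 ± 8.55 CPM (SD, n = 2) in simulated microgravity and 104 ± 0.794 CPM (SD, n = 2) in static control, a log2 fold change of -0.88 (standard error 0.09, adjusted p = 0.000119 from edgeR's quasi-likelihood test). BNIP3, a receptor for the removal of mitochondria, had 105 ± 22.4 and 189 ± 4.27 CPM (SD, n = 2 each), a log2 fold change of -0.84 (standard error 0.10, adjusted p = 0.000694 from the same edgeR test). Of 17 measured glycolytic enzymes, 6 fell and none rose (12 lower and none higher when adjusted over the list alone), with a median log2 fold change of -0.22. Enolase, ENO1, had a log2 fold change of -0.41 (adjusted p = 0.00175), hexokinase, HK2, of -0.44 (0.013), lactate dehydrogenase, LDHA, of -0.32 (0.00551) and GAPDH of -0.22 (0.012, all from the same edgeR test). Of 20 measured NRF2 target genes, 5 rose and none fell (9 higher and none lower when adjusted over the list alone), with a median log2 fold change of 0.17: HMOX1, the quinone reductase NQO1 (0.42, adjusted p = 0.00799), the nuclear protein gene PIR (0.43, 0.0126) and the ferritin chains FTH1 (0.36, 0.0135) and FTL (0.31, 0.034, from the same edgeR test). Of 11 measured iron storage and transport genes, HMOX1, FTH1 and FTL rose and 8 did not pass (4 higher and none lower when adjusted over the list alone), with a median log2 fold change of 0.06 that ranged from 0.027 to 0.087 with a library left out and was lowest without static control replicate 1 or simulated microgravity replicate 1. Of 32 measured ATF4 target genes, which respond to amino acid shortage, 5 rose and none fell (22 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.25: CHAC1, INHBE, CTH, SESN2 and the glutamine transporter SLC1A5 (0.45, adjusted p = 0.014 from the same edgeR test). Among the GO terms of S10 Table, 6 of 7 genes of glycolysis, 5 of 8 of glucose metabolic process and 6 of 16 of regulation of transcription fell, and 2 of 4 genes of response to oxidative stress and 2 of 3 of negative regulation of sequence-specific DNA binding transcription factor activity rose. These terms were chosen by the study on the same libraries and are not independent evidence. The HIF, glycolysis, NRF2, iron and ATF4 lists were drawn up after S9 Table had been read and are not independent evidence either. S9 Table holds all 18 HIF, 5 NRF2, 5 ATF4 and 3 iron genes that passed, and 5 of the 6 glycolytic enzymes.
DESeq2 called 11 HIF target genes lower and 1 ATF4 target gene higher, limma-voom called 3 ATF4 target genes, and edgeR's exact test called 3 glycolytic enzymes and 9 ATF4 target genes. Without simulated microgravity replicate 1, 12 glycolytic enzymes fell and 9 NRF2 and 25 ATF4 target genes rose, and without simulated microgravity replicate 2, 2 ATF4 target genes rose and the median of that list was 0.077. Without static control replicate 1, 2 glycolytic enzymes fell and 2 NRF2 target genes and 1 iron gene rose, and without static control replicate 2, 3 glycolytic enzymes fell and 8 ATF4 target genes and 1 iron gene rose. ENO1 (adjusted p = 0.178) and NQO1 (0.126) did not pass without static control replicate 1. LDHA, GAPDH, FTH1 and FTL did not pass without static control replicate 1 (0.348, 1, 0.321 and 0.861) or without static control replicate 2 (0.856, 0.979, 0.458 and 0.508), and edgeR's exact and likelihood ratio tests did not call LDHA (0.195 and 0.191), GAPDH (0.66 and 0.647) or FTL (0.189 and 0.187), nor did DESeq2 (0.176) or limma-voom (0.156) call GAPDH. GAPDH, FTH1 and FTL have processed pseudogenes with which they may share reads, and BNIP3 did not pass with robust = TRUE (0.101), a setting chosen after the results had been seen.

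**Figure D2:**
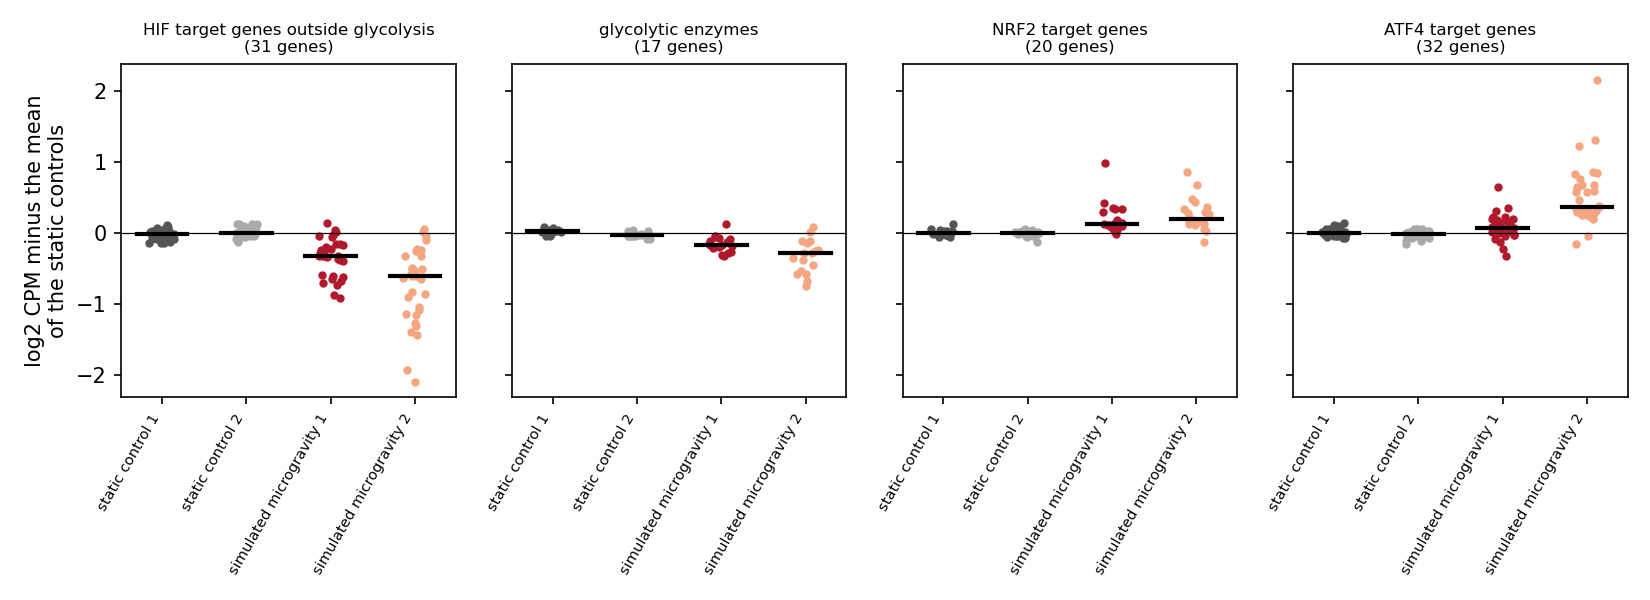
Log2 CPM relative to the static control mean (vertical axis) of every measured gene of the HIF, glycolysis, NRF2 and ATF4 lists in each of the 4 libraries (horizontal axis); points are genes and bars are medians. The HIF medians are -0.32 and -0.61 in simulated microgravity replicates 1 and 2, and the ATF4 medians are 0.08 and 0.37.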

While our study illustrated that there was no direct relationship between differentially expressed genes and changes in 5mC/5hmC over its promoters/gene bodies, we have been able to determine the methylation status of individual genes implicated in earlier studies to be affected in transcriptional or translational activities on exposure to simulated microgravity in ground based studies or in spaceflights. For instance, the voltage-dependent calcium channel L-type, alpha 1D (CACNA1D) gene transcript was observed to be differentially expressed in human T-lymphocytes subjected to microgravity conditions during spaceflight compared to ground static controls [49]. While, we observed a nominal increase at the transcript level for CACNA1D, we observed a decrease in 5mC levels over its gene body under simulated microgravity.

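CACNA1D lies on chromosome 3 of hg19 from 53529076 to 53846492 and encodes the pore of an L-type calcium channel. It had 3.59 ± 0.0962 CPM (SD, n = 2) in simulated microgravity and 2.26 ± 0.338 CPM (SD, n = 2) in static control, from 213 and 226 counts against 123 and 155. Its log2 fold change was 0.67 (standard error 0.17, adjusted p = 0.100 from edgeR's quasi-likelihood test), which did not pass, although 2 of its 3 records passed in the test of all records. It passed without simulated microgravity replicate 1 (adjusted p = 0.0259), without simulated microgravity replicate 2 (0.041) and without static control replicate 2 (0.0787). Of 16 measured mechanosensitive and calcium channel genes, TRPA1 rose, CACNB2 fell and 14 did not pass (2 higher and 3 lower when adjusted over the list alone). Their median log2 fold change was 0.01, and the list did not pass against other genes (camera's adjusted p = 0.894, direction down, although the median and the mean of 0.01 are positive).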

In another study, the Activating Transcription Factor-3 (ATF3) has been implicated to be differentially expressed upon being subjected to microgravity during spaceflight in cultured HUVEC cells [62]. 

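ATF3 lies on chromosome 1 of hg19 from 212781970 to 212794119 and encodes a transcription factor induced by stress. It had 13.0 ± 2.86 CPM (SD, n = 2) in simulated microgravity and 9.44 ± 0.152 CPM (SD, n = 2) in static control, from 641 and 966 counts against 581 and 579. This is a log2 fold change of 0.47 (standard error 0.13, adjusted p = 0.133 from edgeR's quasi-likelihood test), a fold of 1.38 that did not pass. In the test of all records, 2 of its 6 records passed. The log2 fold change was 0.68 without simulated microgravity replicate 1, where it passed (adjusted p = 1.19e-06), and 0.22 without simulated microgravity replicate 2.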

Our RNA-seq data illustrated an increase of 1.3 fold in the transcript level of ATF3 and a decrease in the 5mC levels over its gene body under the influence of simulated microgravity. Interestingly, ATF3, a member of the ATF/CREB family of transcription factors, has been observed to be upregulated when cells are exposed to stress conditions [50]. On the other hand, Integrin alpha-6 (ITGA6) which is an integral cell surface protein has been observed to be down-regulated at the transcriptional scale during short-term weightlessness produced by parabolic maneuvers in human cells [51]. 

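ITGA6, the gene of the integrin alpha-6 chain, lies on chromosome 2 of hg19 from 173292314 to 173371181. It had 0.920 ± 0.352 CPM (SD, n = 2) in simulated microgravity and 2.17 ± 0.467 CPM (SD, n = 2) in static control, from 68 and 43 counts against 152 and 114. It fell with a log2 fold change of -1.25 (standard error 0.26, adjusted p = 0.0294 from edgeR's quasi-likelihood test). Without static control replicate 1 the log2 fold change was -1.01 and did not pass (adjusted p = 0.276). Of 43 measured cytoskeleton and adhesion genes, ITGA6 and the integrin beta-3 gene ITGB3 fell, VCL rose and 40 did not pass (4 lower and 2 higher when adjusted over the list alone). ITGB3 had 56.1 ± 5.51 and 71.4 ± 2.69 CPM (SD, n = 2 each), a log2 fold change of -0.35 (standard error 0.08, adjusted p = 0.0685 from the same edgeR test). It did not pass without simulated microgravity replicate 2 (0.166), without static control replicate 1 (0.188) or without static control replicate 2 (0.464), nor with library sizes in place of TMM (0.119). The median of the list was -0.03, and it did not pass against other genes (camera's adjusted p = 0.396).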

While RNA-seq revealed a decrease of ITGA6 transcript by more than 2-fold, we were not able to observe changes in the 5mC and 5hmC profile over its gene body or promoter, implying that possibly mechanisms other than DNA methylation might be involved in its regulation.

Some of the novel gene functions that we have linked with DNA methylation status include the F-Box Protein 17 (FBXO17), which constitutes one of the four subunits of the ubiquitin-protein-ligase complex called SKP1-cullin-F-box (SCFs) and mediates substrate specificity [63, 64]. While the transcript level of FBXO17 was observed to be downregulated by 2.47 fold, the 5mC levels over the gene body of FBXO17 (chr19:39437782–39438198) decreased in TK6 cells subjected to simulated microgravity. 

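FBXO17 lies on chromosome 19 of hg19 from 39432042 to 39466380. It had 0.985 ± 0.357 CPM (SD, n = 2) in simulated microgravity and 2.43 ± 0.263 CPM (SD, n = 2) in static control, from 72 and 47 counts against 159 and 139. The fall was 2.48-fold and passed edgeR's quasi-likelihood test without each library in turn. The region from 39437782 to 39438198 is 417 bp long, overlaps coding exon and UTR sequence of FBXO17 in the annotation, and holds 12 CpG sites in the reference.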

Recently it has been demonstrated that the recruitment of F-box motif bearing homologous protein in yeast Met30 is regulated by a complex mechanism and has been implicated in stress response [65, 66]. In sync with these observations, reduction of 5mC levels over gene bodies of other F-Box motif containing proteins such as FBXO31 (chr16:87421262–87421678) and FBXO42 (chr1:16674945–16675361) and promoter of FBXO5 (2024 bps upstream of TSS; chr6:153306530–153306946), was also observed though their transcripts were not differentially expressed. 

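FBXO31, FBXO42 and FBXO5 encode F-box proteins, which choose the substrates of ubiquitin ligases. FBXO5 had 87.3 ± 1.87 CPM (SD, n = 2) in simulated microgravity and 94.7 ± 2.13 CPM (SD, n = 2) in static control, a log2 fold change of -0.12 (standard error 0.07, adjusted p = 0.792 from edgeR's quasi-likelihood test). FBXO42 had 24.8 ± 3.20 and 28.9 ± 0.930 CPM (SD, n = 2 each), a log2 fold change of -0.22 (standard error 0.09, adjusted p = 0.517 from the same edgeR test), and passed without simulated microgravity replicate 1 (-0.36, adjusted p = 0.0112), while it had -0.096 without simulated microgravity replicate 2. FBXO31 had 16.8 ± 0.725 and 17.4 ± 0.191 CPM (SD, n = 2 each), a log2 fold change of -0.05 (standard error 0.09, adjusted p = 0.98 from the same edgeR test). In the annotation of hg19 the FBXO31 and FBXO42 regions lie in introns and hold 12 and 11 CpG sites, and the FBXO5 region lies outside the gene and holds 10.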

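Vinculin, encoded by VCL on chromosome 10 of hg19 from 75757872 to 75879914, links integrins to actin. VCL had 182 ± 15.5 CPM (SD, n = 2) in simulated microgravity and 147 ± 2.05 CPM (SD, n = 2) in static control, a log2 fold change of 0.31 (standard error 0.08, adjusted p = 0.0831 from edgeR's quasi-likelihood test). It did not pass without static control replicate 1 (0.32, adjusted p = 0.553), without static control replicate 2 (0.30, adjusted p = 0.66) or with the record listed first for each gene (adjusted p = 0.102). The tetraspanin gene TSPAN5 lies on chromosome 4 from 99391518 to 99579812. It had 3.52 ± 0.219 and 2.40 ± 0.278 CPM (SD, n = 2 each), from 214 and 216 counts against 134 and 161. Its promoter region of Table 3 (99578749 to 99579165) overlaps UTR sequence of the gene and holds 23 CpG sites in the reference.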

Interestingly, genes which function as molecular mechano-sensors like Vinculin (VCL) or mediate stress-signal transduction events like Tetraspan-5 (TSPAN5) were also seen to undergo changes in its gene methylation levels and expression. Similarly, other genes involved in the Metabolic process (GO:0008152) like Cystathionine gamma-lyase (CTH), Phospholipid scramblase-1 (PLS1) Microtubule-associated serine/threonine-protein kinase-1 (MAST1), Zinc finger protein castor homolog-1 (CASZ1), CMP-N-acetylneuraminate-beta-galactosamide-alpha-2,3-sialyltransferase-1 (ST3GAL1), AT-rich interactive domain-containing protein-5B (ARID5B), Mitogen-activated protein kinase-13 (MAP3K13) and Perilipin-2 (PLIN2) were implicated in this study contributing to mechano-stress response. 

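CTH encodes the enzyme that makes cysteine from cystathionine and lies on chromosome 1 of hg19 from 70876901 to 70905534. It rose from 25.3 ± 0.519 CPM (SD, n = 2) in static control to 44.4 ± 20.8 CPM (SD, n = 2) in simulated microgravity, a log2 fold change of 0.81 (standard error 0.19, adjusted p = 0.0526 from edgeR's quasi-likelihood test). The rise was larger in simulated microgravity replicate 2: the log2 fold change was 1.23 without replicate 1 and 0.23 without replicate 2, where it did not pass (adjusted p = 0.347), and neither DESeq2 (0.999), limma-voom (0.11) nor edgeR's test with robust = TRUE (0.88) called it. PLIN2, on chromosome 9 from 19115759 to 19127604, fell from 97.2 ± 0.220 CPM (SD, n = 2) to 75.2 ± 6.33 CPM (SD, n = 2). It did not pass without static control replicate 1 (adjusted p = 0.228) or replicate 2 (0.162). The other genes named here did not pass. PLS1, the symbol of the actin-bundling protein plastin 1, had a log2 fold change of 0.31 (standard error 0.09, adjusted p = 0.136 from the same edgeR test). The transcription factor CASZ1 had 0.62 (standard error 0.18, adjusted p = 0.163), the chromatin gene ARID5B 0.46 (0.12, 0.114), the kinase MAST1 -0.47 (0.13, 0.158) and the sialyltransferase ST3GAL1 -0.31 (0.08, 0.117, all log2 fold changes from the same edgeR test). The noncoding record used for the kinase gene MAP3K13 had 21.0 ± 0.863 CPM (SD, n = 2) in simulated microgravity and 20.6 ± 0.860 CPM (SD, n = 2) in static control. Each of PLS1, CASZ1, ARID5B, MAST1 and ST3GAL1 passed without simulated microgravity replicate 1 (adjusted p = 0.0022, 0.00367, 0.0784, 0.00545 and 0.00872), and ARID5B also without replicate 2 (0.0398).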

Though our study does not show a global correlation between methylation status and transcriptional activity, the simulated microgravity induced changes over SPG20 (a gene implicated in endosomal trafficking and mitochondrial functions) recapitulates the conventional theory of decrease in promoter methylation corresponding to elevated gene activity. This novel finding suggests that methylation-dependent transcriptional activity is not a genome-wide phenomenon, instead it may be applicable for specific genes.

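SPG20 lies on chromosome 13 of hg19 from 36875775 to 36920646. It had 2.24 ± 0.390 CPM (SD, n = 2) in simulated microgravity and 1.38 ± 0.234 CPM (SD, n = 2) in static control, from 114 and 161 counts against 74 and 96. Of the fits that left out 1 library, it passed in that without simulated microgravity replicate 1 (log2 fold change 0.86, adjusted p = 0.00686 from edgeR's quasi-likelihood test) and in no other. The region of Table 3 from 36919583 to 36919999 overlaps an exon of the gene, named SPART in the annotation, and holds 21 CpG sites in the reference.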

Thus, in conclusion we believe that 48 hours of treatment with simulated microgravity triggered changes in the transcriptome particularly involving biological processes such as negative regulation of transcription, response to stress and reduction in carbohydrate metabolic processes. This study revealed that simulated microgravity influenced alteration of genome-wide 5mC and 5hmC patterns, however no correlation was found between DMRs/DHMRs situated at gene bodies and promoters and their transcriptional status. 

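Among stress responses listed without reference to the GO terms, heat shock genes were higher as a group against other genes by camera, and p53 target genes, ER chaperones and immediate early genes did not pass. Of 18 measured HSF1 heat shock genes, HSP90AA1, a cytosolic chaperone, rose and 17 did not pass (6 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.11 and camera's adjusted p = 0.000102 with the preset correlation, against adjusted p = 0.627 with an estimated correlation. The median of the list was 0.19 without simulated microgravity replicate 1 and 0.061 without simulated microgravity replicate 2. HSP90AA1 had 3369 ± 264 CPM (SD, n = 2) in simulated microgravity and 2888 ± 116 CPM (SD, n = 2) in static control, a log2 fold change of 0.22 (standard error 0.05, adjusted p = 0.0633 from edgeR's quasi-likelihood test). It had 0.14 without simulated microgravity replicate 2, did not pass without static control replicate 1 (adjusted p = 1) or replicate 2 (0.965), and was not called by DESeq2 (0.247), limma-voom (0.214) or edgeR's exact test (0.66), while DESeq2 called 3 HSF1 genes higher and 7 rose without simulated microgravity replicate 1. Of 24 measured p53 target genes, none passed in edgeR's quasi-likelihood test, in its exact or likelihood ratio tests, in DESeq2 or in limma-voom, 4 had an unadjusted p under 0.05, and none passed when adjusted over the list alone. Their median was -0.06 (camera's adjusted p = 0.086), with log2 fold changes of -0.25 for the cell cycle inhibitor CDKN1A (adjusted p = 0.422) and -0.26 for MDM2, the ubiquitin ligase of p53 (adjusted p = 0.552 from the same edgeR test). Both passed without simulated microgravity replicate 1 (-0.43, adjusted p = 3.08e-05, and -0.52, adjusted p = 4.25e-10) and had -0.082 and -0.028 without simulated microgravity replicate 2, where the median of the list was 0.073, so the decrease rests on that library. Of 21 measured ER chaperone genes and 14 immediate early genes, none passed by any of these tools, with 2 in each list at an unadjusted p under 0.05 (none and 1 higher when adjusted over the list alone) and camera's adjusted p = 0.467 and 0.258. Camera called the p53 list lower (adjusted p = 7.24e-07) and the ER chaperones higher (0.0323) without simulated microgravity replicate 1, and the immediate early genes higher (0.0164) without simulated microgravity replicate 2. The median of the ER chaperone genes was -0.00 and their mean 0.03, and the median of the immediate early genes was 0.04. Among S10 Table terms, 9 of 13 genes of carbohydrate metabolic process fell. The paper proposes that simulated microgravity for 48 hours triggered transcriptome changes that involve negative regulation of transcription, the stress response and lower carbohydrate metabolism.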

While it has been long held that genes with methylated promoters are transcriptionally silent, recent studies have uncovered the association of methylated gene promoters with both transcriptionally active and inactive genes [20, 21, 67–70]. On the other hand, gene body methylation has been observed to be positively correlated with gene expression in some studies [71, 72] and no such correlation has been found in others [22, 73–75]. Recent deep-sequencing based explorations have challenged the traditional paradigm and illustrated complexities of the nature of relationship between DNA methylation and gene expression [19–25]. It is also conceivable that pronounced alterations in epigenetic patterns may take place in cells subjected to prolonged microgravity environments. The ground-based microgravity simulators like the one used in our study have undoubtedly enhanced our understanding of microgravity but it has to be pointed out that the principle of “simulating” microgravity involves changing the direction of Earth’s gravity subjected to the samples through continuous rotation and represent “functional near weightlessness”. While this is the first study to profile the simulated microgravity induced changes in 5mC/5hmC patterns and gene expression simultaneously providing a perspective of epigenetic alterations we could expect during short-term exposures, our understanding is far from complete. We believe that genes involved in altered biological processes identified in this study will be of considerable interest and provide a valuable resource for future investigations. Finally, in the interest of astronauts who are exposed to microgravity for prolonged periods of time, future studies should focus on performing time course experiments monitoring the influence of “real” and “simulated” microgravity exposure on a variety of models to determine the precise effects of microgravity on the epigenome

## Supporting Information

S1 Fig TK6 cell count under simulated microgravity (12 rpm) and static (control) conditions in the replicates.

S2 Fig Sequencing Summary. The total number of reads (white) and the total number of unique reads aligned to the human genome (blue) obtained by performing hmeDIP-seq and meDIP-seq on TK6 cells cultured under static (control) and simulated microgravity (12 rpm) conditions for 48 hours. S1 Table demonstrates the exact numbers and percentage of mapped reads.
(TIF)

S3 Fig Cluster analysis performed on the reads obtained on meDIP-seq and hmeDIP-seq on TK6 cells cultured under static (control) and simulated microgravity conditions which shows similarities in the biological replicates of each condition.

S4 Fig Coverage analyses performed in MeDUSA using the MEDIPS bioconductor package on the reads generated from (A) MeDIP-seq on control replicate A, (B) MeDIP-seq on control replicate B, (C) MeDIP-seq on simulated microgravity exposed replicate A and (D) MeDIP-seq on simulated microgravity exposed replicate B, over 28217009 CpG dinucleotides. Color of these lines represent the fold coverage of the CpGs as shown in the legend.
(TIF)

S5 Fig Coverage analyses performed in MeDUSA using the MEDIPS bioconductor package on the reads generated from (A) hMeDIP-seq on control replicate A, (B) hMeDIP-seq on control replicate B, (C) hMeDIP-seq on simulated microgravity exposed replicate A and (D) hMeDIP-seq on simulated microgravity exposed replicate B, over 28217009 CpG dinucleotides. Color of these lines represent the fold coverage of the CpGs as shown in the legend.
(TIF)

S6 Fig Venn diagram showing overlap of genes whose gene body was found to be associated with DMRs and DHMRs (gain-of-5mC/hmC and loss-of-5mC/hmC)

S1 Table Sequencing summary quality statistics.

S2 Table List of simulated microgravity-induced DMRs undergoing hypermethylation. For every DMR identified, a description of the genomic features found in this region has been provided. The columns represent the following information: (A) Genomic coordinates of the region defined as a DMR and (B) ENCODE IDs of features (such as gene, transcript, pseudogene, non-coding RNA or other regulatory feature) present in the region.
(XLSX)

S3 Table List of simulated microgravity-induced DMRs undergoing hypomethylation. For every DMR identified, a description of the genomic features found in this region has been provided. The columns represent the following information: (A) Genomic coordinates of the region defined as a DMR and (B) ENCODE IDs of features (such as gene, transcript, pseudogene, non-coding RNA or other regulatory feature) present in the region.
(XLSX)

S4 Table GREAT Ontology Summary Statistics for hypermethylated DMRs. The columns represents the respective ontology name, term name / identifier, term description, binomial rank, binomial p-value (uncorrected), binomial Bonferroni corrected p-value, binomial FDR q-value and names of gene hits generated by GREAT version 3.0.0; Species assembly: hg19 and association rule: Basal+extension: 5000 bp upstream, 1000 bp downstream, 1000000 bp max extension, curated regulatory domains included.
(XLSX)

S5 Table GREAT Ontology Summary Statistics for hypomethylated DMRs. The columns represents the respective ontology name, term name / identifier, term description, binomial rank, binomial p-value (uncorrected), binomial Bonferroni corrected p-value, binomial FDR q-value and names of gene hits generated by GREAT version 3.0.0; Species assembly: hg19 and association rule: Basal+extension: 5000 bp upstream, 1000 bp downstream, 1000000 bp max extension, curated regulatory domains included.
(XLSX)

S6 Table List of simulated microgravity-induced DHMRs undergoing hyper-hydroxymethylation. For every DHMR identified, a description of the genomic features found in this region has been provided. The columns represent the following information: (A) Genomic coordinates of the region defined as a DHMR and (B) ENCODE IDs of features (such as gene, transcript, pseudogene, non-coding RNA or other regulatory feature) present in the region.
(XLSX)

S7 Table List of simulated microgravity-induced DHMRs undergoing hypo-hydroxymethylation. The columns represent the following information for each identified DHMR: (A) Genomic coordinates of the region defined as a DHMR and (B) ENCODE IDs of features (such as gene, transcript, pseudogene, non-coding RNA or other regulatory feature) present in the region.
(XLSX)

S8 Table GREAT Ontology Summary Statistics for hyperhydroxymethylated DHMRs. The columns represents the respective ontology name, term name / identifier, term description, binomial rank, binomial p-value (uncorrected), binomial Bonferroni corrected p-value, binomial FDR q-value and names of gene hits generated by GREAT version 3.0.0; Species assembly: hg19 and association rule: Basal+extension: 5000 bp upstream, 1000 bp downstream, 1000000 bp max extension, curated regulatory domains included.
(XLSX)

S9 Table List of Differentially Expressed Genes induced by simulated microgravity. The columns represent geneID, name of gene from UCSC Genome Browser (duplicates exist because multiple geneID can map to same gene), chromosome location, strand: + or–, transcription start position, transcription end position, the log2-fold-change of gene expression, the average log2-counts-per-million of comparison, p-value of comparison, false discovery rate (corrected p-value) of comparison.
(XLSX)

S10 Table Pathway Analysis of simulated microgravity induced differentially up and downregulated genes.

How the deposited data were processed for this re-analysis (not part of the article)

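RNA was sequenced from TK6 human lymphoblastoid cells seeded at 200000 cells per ml and grown for 48 hours in High Aspect Ratio Vessels at 12 rpm (simulated microgravity, 2 libraries) or without rotation (static control, 2 libraries). The authors extracted RNA with RNA-STAT-60, aligned the reads to hg19 with TopHat, removed reads with multiple mappings, counted reads per RefSeq record with Bamutils and compared the conditions with edgeR. The methods and the deposited processing notes name different TopHat versions, and the notes name TopHat2 2.0.8. The authors' deposited counts are whole numbers per record and library, not normalized, and records of the same gene share reads. The deposited CPM values of the authors are counts divided by the total over all records they counted, 112789026 and 126548663 in simulated microgravity and 119397810 and 122185798 in static control, which include low records that the table does not list. The deposited log2 values of the authors are the log2 fold change of simulated microgravity over static control and the mean log2 CPM. The deposited p-values of the authors are given with a Benjamini-Hochberg FDR over the listed records. The table lists the 22375 records whose CPM exceeds 1 in at least 1 library (the smallest highest CPM is 1.0). The authors' columns give 370 records with an FDR under 0.1, of which 271 fell and 99 rose, and these columns were used only for comparison.

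The counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM scaling, the filter filterByExpr with the conditions as groups, which removed no record, and the quasi-likelihood test) at a Benjamini-Hochberg FDR under 0.1. The 22375 records were tested first, and then 1 record per gene symbol, the record with the highest mean count, 11415 genes of which 4944 have more than 1 record. All values for genes come from the second test. CPM values are scaled by TMM over 1 record per gene, and errors are SDs over the 2 libraries of a condition. Counts over 1 record per gene were 57481518 and 64497287 in simulated microgravity and 60911995 and 62317293 in static control. The lowest count of a record ranged from 33 to 48 per library and the median count from 2076 to 2258. The 10 genes with the most counts held 5.39% to 5.50% of the counts. The TMM factors ranged from 0.994 to 1.01. The common dispersion was 0.00458, a biological coefficient of variation of 6.77%. Log2 CPM correlated between libraries of a condition at 0.996 and 0.997 across genes, which are not independent replicates. The CPM of 125 genes past the FDR, all but 1, did not overlap between conditions, against 35.9% of all genes and 33.3% expected by chance for 2 libraries against 2.

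Fixed lists of genes were tested with camera (limma 3.58.1) against all other genes with a preset inter-gene correlation of 0.01 and an adjusted p under 0.05 over the 27 lists. They were also tested with an estimated correlation and with fry, which does not compare a list with other genes. An estimate from 4 libraries leaves the test with an estimated correlation little power. The lists are glycolytic enzymes, HIF target genes outside glycolysis, NRF2 target genes, ATF4 target genes, cytosolic aminoacyl-tRNA synthetases, ER chaperones of the unfolded protein response, HSF1 heat shock genes, p53 target genes, cholesterol synthesis genes, interferon-stimulated genes, G1/S and G2/M cell cycle genes, oxidative phosphorylation subunits, cytosolic ribosomal proteins, iron storage and transport genes, DNA methylation and demethylation genes, cytoskeleton and adhesion genes, NF-kB target genes, immediate early genes, mechanosensitive and calcium channels, DNA repair genes, and markers of B cells, T cells, erythroid and megakaryocyte cells, myeloid cells, fibroblasts and epithelial cells. The tests, the lists, the rule for naming genes and the alternatives were set before the data were examined, but after S9 Table, which holds the authors' calls on the same libraries, had been read. A list may therefore hold genes picked from these libraries: 21 of 31 measured HIF target genes, 9 of 32 ATF4 target genes, 7 of 20 NRF2 target genes and 6 of 17 glycolytic enzymes are in S9 Table. The GO terms of S10 Table were only counted.

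Genes were named by a rule. It takes the 10 rises and 10 falls with the largest log2 fold change among genes past the FDR whose CPM did not overlap between conditions and whose mean count was at least 50, every gene that the paper names for expression, up to 4 members of each list with the smallest p, the genes of DNA methylation and demethylation, and the cold-induced genes RBM3 and CIRBP. A ribosomal protein gene that the rule names is left out because its record lies among near-identical copies. The values of the genes in S9 Table had been seen. Genes named outside the rule were chosen after their values were seen: LOC390660, ASPN, ECM2, OMD, OGN, CENPP, RNA45S5, GOLGA8A and GOLGA8B.

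The alternatives were an FDR under 0.05, DESeq2's size factors in edgeR, library sizes without TMM, no filter, at least 1 CPM in 2 libraries, DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, limma-voom, the replicate number as a covariate, the record listed first for each gene, and leaving out each library in turn. edgeR's quasi-likelihood test with robust = TRUE was added after the results had been seen. The tests were tested on simulated data with 200 changed genes among 11415, 50 at each of 4 sizes of change. The quasi-likelihood test recovered 64% of those changed 1.3-fold, 94% of those changed 1.5-fold and 100% of those changed 2-fold or 4-fold, and 9.14% of its calls were unchanged genes. Its exact counterpart recovered 70% and 96% of the smaller changes, and 12.9% of its calls were unchanged. With 22375 simulated records, 20.5% of the calls of the quasi-likelihood test were unchanged records, more than the FDR allows. All simulated counts followed the negative binomial model that edgeR assumes, with dispersions estimated from these libraries. These rates therefore need not hold in the real data. In simulated lists of 30 genes, camera called the list changed 1.3-fold (adjusted p = 1.98e-57) and 0 of 26 unchanged lists. Each simulated gene was drawn independently, so this cannot show how often camera calls an unchanged list whose genes move together. The estimated correlations in the real data were 0.554 for the HIF list and 0.819 for the ATF4 list.

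Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining tests and the plots. MeDIP-seq and hMeDIP-seq data were not analysed here. The positions of DMRs and the genes linked to them were taken from the paper.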

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

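The tests of library scaling, of genes matched in GC content and length, and of how far a result rests on simulated microgravity replicate 2 were chosen only after the results had been seen.

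Targets of the hypoxia-induced factor HIF were lower in simulated microgravity, with a median log2 fold change of -0.45 over 31 measured genes outside glycolysis, of which 28 lay below the static control mean in simulated microgravity replicate 1 and 29 in replicate 2. The paper does not report these genes as a group, 18 of them fell past the FDR (11 by DESeq2) and 21 are in S9 Table. The list passed camera with the preset correlation (adjusted p = 1.28e-64) but not with an estimated correlation of 0.554 (adjusted p = 0.43) or by fry (0.369). With an estimated correlation camera called none of the 27 lists, so it cannot decide whether genes that move together account for the result. With library sizes in place of TMM the median was -0.44 (95% bootstrap interval over the members -0.61 to -0.35), against 0.00897 over all genes. One scaling factor per library would move all genes alike, which argues against scaling as the cause. Genes outside the list matched to its members in GC content and transcript length had a median of -0.0039 (95% bootstrap interval over the members -0.0115 to 0.0017), which argues against GC content and length as the cause. These intervals resample genes as if they were independent and do not measure the spread between libraries. Without simulated microgravity replicate 2, 14 of the 18 genes still passed. These genes were chosen with replicate 1 among the libraries, so the count cannot decide whether replicate 2 alone differed. Over all 31 genes the median relative to static control was -0.32 in replicate 1 and -0.61 in replicate 2. More oxygen at the cells in a rotating vessel than in a still one is a candidate explanation; no measurement of oxygen was used here, and it stays untested.

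Targets of ATF4, which respond to amino acid shortage, were higher, with a median log2 fold change of 0.25 over 32 measured genes, a group that the paper does not report and of which 9 are in S9 Table; it passed camera with the preset correlation (adjusted p = 4.37e-21) but not with an estimated correlation of 0.819 (adjusted p = 0.627) or by fry (0.745). The medians were 0.08 in simulated microgravity replicate 1 and 0.37 in replicate 2. Genes matched to the members in GC content and length had a median of -0.0033 in replicate 2 (95% bootstrap interval over the members -0.017 to 0.021), which argues against GC content and length as the cause there. Without simulated microgravity replicate 2, 2 of the 5 genes past the FDR still passed, so a difference of that library alone and an effect of simulated microgravity of unequal size cannot be told apart with 2 libraries. DESeq2 and edgeR's test with robust = TRUE each called 1 ATF4 target gene. Amino acid supply in the rotating vessel may differ from that in the still one, which stays untested.

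In the first version of the replicate tests, the median of each list in each simulated microgravity library was set against random lists of genes of like expression. The HIF median of -0.32 in simulated microgravity replicate 1 lay below all of them (-0.04 to 0.05 for their central 95%), and the ATF4 median of 0.08 above all of them (-0.05 to 0.04). Random lists ignore that genes of a list move together, so these values decide nothing and were replaced. The first test of GC content and length removed a linear trend, which moved genes by an SD of only 0.00521 for the fold changes and 0.026 for simulated microgravity replicate 2; the medians of -0.45 (HIF) and 0.38 (ATF4) after it decide nothing either.

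Smaller differences in groups that the paper does not discuss stood out by camera with the preset correlation, and none of them held with an estimated correlation. G2/M cell cycle genes had a median log2 fold change of 0.094 over 29 genes (adjusted p = 2.74e-05, against 0.627 with an estimated correlation). None of them passed singly in edgeR's quasi-likelihood test (1 higher when adjusted over the list alone), 4 had an unadjusted p under 0.05, DESeq2 and limma-voom each called 1 and the exact and likelihood ratio tests none. The leading members were the kinesin CENPE (0.29, adjusted p = 0.17) and the mitotic kinase AURKA (0.23, adjusted p = 0.352 from edgeR). HSF1 heat shock genes had a median of 0.11 over 18 genes (0.19 and 0.061 without simulated microgravity replicates 1 and 2). Cholesterol synthesis genes had a median of 0.10 over 23 genes (adjusted p = 0.000379, against 0.853 with an estimated correlation). None passed singly in edgeR's quasi-likelihood test or when adjusted over the list alone, 5 had an unadjusted p under 0.05, and DESeq2, limma-voom and edgeR's other tests called none. CYP51A1 had 0.22 (adjusted p = 0.32) and FDPS 0.22 (adjusted p = 0.351 from edgeR). The list no longer passed without simulated microgravity replicate 1 (0.05, adjusted p = 0.712) and had 0.17 without simulated microgravity replicate 2. Cytosolic aminoacyl-tRNA synthetases had a median of 0.10 over 19 genes (adjusted p = 0.0227, against 0.853 with an estimated correlation), with none past the FDR in edgeR's quasi-likelihood, exact and likelihood ratio tests or limma-voom, 1 in DESeq2, 4 at an unadjusted p under 0.05 and 2 higher when adjusted over the list alone. AARS had 0.25 (adjusted p = 0.274) and CARS 0.27 (adjusted p = 0.221 from edgeR), which passed without simulated microgravity replicate 1 (0.41) and had 0.13 without simulated microgravity replicate 2. Their median was -0.01 without simulated microgravity replicate 2 (adjusted p = 0.647).

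Erythroid and megakaryocyte markers had a median log2 fold change of 0.062 over 4 of 19 genes, too few for a group (adjusted p = 0.0221, against 0.776 with an estimated correlation), with HBD the 1 gene that rose (2 higher when adjusted over the list alone) and HBE1 at 0.19 (adjusted p = 0.524 from edgeR). The list no longer passed without simulated microgravity replicate 1 (-0.00, adjusted p = 0.371), without static control replicate 1 (-0.04, adjusted p = 0.331) or with limma-voom (0.06, adjusted p = 0.0645).

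RBM3, a cold-induced RNA-binding protein that the paper does not discuss, fell from 294 ± 17.8 CPM (SD, n = 2) in static control to 196 ± 25.3 CPM (SD, n = 2) in simulated microgravity, a log2 fold change of -0.58 (standard error 0.09, adjusted p = 0.00551 from edgeR's quasi-likelihood test), and passed without each library in turn. CIRBP, the other cold-induced gene of the rule, had -0.22 (adjusted p = 0.285) and passed without simulated microgravity replicate 1 (-0.24, adjusted p = 0.0748). Explanations were not weighed for these smaller results.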

How the results depend on the processing

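edgeR's test with robust = TRUE was the only setting chosen after the results had been seen. Over the settings that changed a value, tests of gene lists kept their direction, which can differ from the sign of the median, and their side of the threshold in 328 comparisons, lost a call in 24, gained one in 7 and reversed in 19, while medians changed sign in 37. Named genes kept theirs in 1053, lost a call in 118, gained one in 95 and reversed in 8. The cause of these differences was not tested, except that leaving out a library leaves fewer samples.

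The direction test of gene bodies gave p between 0.624 and 0.655 in every setting that recomputed it (two-sided Fisher's exact test). Of the 27 gene lists, 10 passed with the preset correlation, 9 to 13 in the other settings that keep it, 0 with an estimated correlation (adjusted p 0.43 to 0.953) and 0 with fry (lowest adjusted p 0.168). The setting without a filter changed nothing, and the filter of 1 CPM in 2 libraries changed nothing for genes and gene lists, so they tested nothing there and are not counted above. DESeq2 called 8 transcripts changed more than 2-fold and 181 of the S9 Table records. The exact and likelihood ratio tests of edgeR each called 4 genes of the promoter tables, and the likelihood ratio test called 194 genes. The record listed first for each gene gave MAP3K13 -0.41 (0.028 in the record with the highest count). With robust = TRUE, 305 transcripts and 114 genes passed and 100 of the genes called without it kept their call.

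With a replicate block, 458 transcripts and 88 genes passed. The replicate numbers do not pair the samples, since deviations from the mean of each condition correlated between libraries of the same number at only 0.0802 across genes, so this block removes no known source of variation.

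Leaving out each library in turn, with the lone sample assumed to vary like the other group, gave between 135 and 1777 differentially expressed transcripts, 53.5% to 83.1% of them lower, 5 to 52 changed more than 2-fold, 70 to 877 differentially expressed genes, 1 to 13 genes of the promoter tables and 118 to 358 of the S9 Table records. The highest counts came without simulated microgravity replicate 1, the lowest without either static control replicate or, for changes over 2-fold, without simulated microgravity replicate 2.

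Values near 0 changed sign. With a library left out, log2 fold changes ranged from -0.015 to 0.072 for MAP3K13, -0.13 to 0.0028 for WBSCR22, -0.20 to 0.038 for DOCK6, -0.088 to 0.36 for C3 and -0.0019 to 0.087 for DNMT1. That of LOC390660 ranged from -4.15 to 0.59, the last without static control replicate 1. Medians ranged from -0.067 to 0.0085 for B cell markers, -0.010 to 0.14 for aminoacyl-tRNA synthetases, -0.027 to 0.019 for ribosomal proteins, -0.022 to 0.012 for DNA methylation genes, -0.029 to 0.058 for epithelial markers, -0.030 to 0.040 for ER chaperones, -0.060 to 0.42 for fibroblast markers, -0.063 to 0.042 for G1/S genes, -0.046 to 0.022 for NF-kB targets, -0.050 to 0.038 for channels, -0.041 to 0.066 for oxidative phosphorylation, -0.20 to 0.073 for p53 targets, -0.047 to 0.10 for myeloid markers, -0.027 to 0.10 for immediate early genes, -0.031 to 0.058 for interferon-stimulated genes, -0.013 to 0.0022 for DNA repair genes and -0.041 to 0.18 for erythroid markers. The median of the DNA methylation genes was -0.0020 with the record listed first. It was 0.0081 with fry and 0.0087 with the replicate block, where the direction of the test was the opposite one.

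With 2 libraries per condition and 1.3-fold changes, 64% of simulated changes were recovered, so a gene that did not pass can still have changed by that much.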

Differences from the paper's values

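The tests of differential expression compared below were set before the data were examined, except edgeR's quasi-likelihood test with robust = TRUE, which was chosen after the values had been seen. The paper reports 370 transcripts past the FDR, 271 lower and 99 higher, against 296, 224 and 72 here by edgeR's quasi-likelihood test. These counts, and the shares and folds that the paper states, lie within 1.5 times of the values here, and the 67 records of S9 Table compared singly have the same sign and differ by less than the standard error of the log2 fold change (largest difference 0.0282). Of the genes that the paper lists as changed, 2 of 5 with promoter DMRs and 8 of 24 with gene body DMRs passed here on 1 record per gene. The paper tested every record, so a gene can fail here although another of its records passed. Of the 219 gene symbols of S9 Table, 124 passed on 1 record per gene. At the paper's FDR of 0.1, edgeR's quasi-likelihood test called 296 transcripts, of which 292 are in S9 Table, its likelihood ratio test called 403, which include all 370 records of S9 Table, and its exact test 394, which include 369. The paper's text does not name which edgeR test it used.

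The paper calls TSPAN5 and SPG20 upregulated and MAP3K13 downregulated. Here SPG20 (0.70, adjusted p = 0.221) and TSPAN5 (0.55, adjusted p = 0.216) did not pass edgeR's quasi-likelihood test and did pass its exact test (0.058 and 0.0911) and its likelihood ratio test (0.0516 and 0.0829), and SPG20 also passed without simulated microgravity replicate 1. MAP3K13 had a log2 fold change of 0.03 in the record with the highest count and -0.41 in the record listed first (adjusted p = 0.136), and 1 of its 4 records passed in the test of all records.

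Among the genes the paper lists by gene body DMR, 21 of 22 with 1 kind of DMR had the paper's direction. The exception, MAP3K13, rests on the choice of record. Its record with the highest count is a noncoding one that spans 185000729 to 185010867, while the gene extends to 185206882. CACNA1D, at an adjusted p of 0.100, passed the exact test (0.0161), the likelihood ratio test (0.0144), limma-voom (0.0832), the test with DESeq2's size factors (0.0817) and the test with robust = TRUE (0.0805). ATF3 passed the exact (0.0592) and likelihood ratio tests (0.0568), and so did PLS1 (0.0592 and 0.0577), ST3GAL1 (0.0547 and 0.0528), MAST1 (0.0824 and 0.0773), WDR45B (0.0858 and 0.0837) and CASZ1 (0.048 and 0.0443). MSTO1 passed both (0.027 and 0.0264) and the test with DESeq2's size factors (0.0862), as did ARID5B (0.0491, 0.046 and 0.0905), which also passed with robust = TRUE (0.0927). SLC39A14, NCKIPSD, CABLES1 and MSTO2P passed no other test on 1 record per gene with all 4 libraries, and passed without simulated microgravity replicate 1, MSTO2P also without simulated microgravity replicate 2 and without static control replicate 1. The paper names 25 genes of this kind in its text and lists 24 symbols in its groups.

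Of the 10 genes the paper lists as most upregulated, 7 rose here, and of the 10 most downregulated, 8 fell. ATAD3C (1.03, adjusted p = 0.208) passed the exact (0.0753) and likelihood ratio tests (0.0706), and had 1.61 without simulated microgravity replicate 1 and 0.040 without simulated microgravity replicate 2 (172 and 561 counts in simulated microgravity against 203 and 150), so the increase rests on replicate 2. PIK3R6 (-1.22, adjusted p = 0.125) passed the exact test (0.0136), the likelihood ratio test (0.0106), limma-voom (0.049) and the test with DESeq2's size factors (0.0834), and had -2.35 without simulated microgravity replicate 1 and -0.56 without simulated microgravity replicate 2 (104 and 33 counts against 171 and 153). The paper names GOLGA6L9 among the downregulated genes, while S9 Table holds GOLGA6L10. GOLGA6L9 had a log2 fold change of -0.39 (adjusted p = 0.454) and passed without simulated microgravity replicate 1 and without static control replicate 2, with -0.023 without static control replicate 1.

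The paper gives the records changed more than 2-fold as genes. The records of S9 Table changed more than 2-fold are 17, from 13 gene symbols, against 16 records of 12 symbols here. The text names FBXO1 among genes with loss of 5mC at the promoter, where Table 3 holds FBXO17. The discussion describes the gene body of ATF3 as having lost 5mC, and the results list it under gain. The paper gives PLS1 as phospholipid scramblase 1, while the symbol is that of plastin 1.

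The paper describes TK6 as derived from T-blast crisis. The libraries hold B cell markers at a sum of 3655 to 3893 CPM, and 1 of 20 T cell markers is listed, LAT, at 1.79 CPM.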

Other observations

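The test of the duplicated stretch of chromosome 15 was chosen only after the result had been seen.

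ASPN, ECM2, OMD and OGN, neighbouring genes of small proteoglycans and related matrix proteins on chromosome 9, fell in simulated microgravity. They were chosen after their values were seen. ASPN had 6.44 ± 0.0833 CPM (SD, n = 2) in simulated microgravity and 10.3 ± 0.486 CPM (SD, n = 2) in static control, a log2 fold change of -0.68 (adjusted p = 0.00653 from edgeR's quasi-likelihood test). ECM2 had -0.68 (adjusted p = 0.00507), OMD -0.65 (adjusted p = 0.0766) and OGN -0.63 (adjusted p = 0.013 from the same edgeR test). All 4 lie within the span of CENPP (95087741 to 95377437 of hg19), on the opposite strand, and CENPP had -0.13 (adjusted p = 0.854 from the same edgeR test). Without static control replicate 1, OMD (0.553) and OGN (0.163) did not pass, and OMD did not pass without static control replicate 2 (0.189), in DESeq2 (0.256) or with library sizes in place of TMM (0.111).

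The ribosomal RNA precursor RNA45S5, also chosen after its values were seen, had a log2 fold change of -0.68 (adjusted p = 0.0072 from edgeR's quasi-likelihood test). It did not pass without static control replicate 1 (-0.38, adjusted p = 0.266) or in DESeq2 (0.511). Noncoding records were 14 of the 99 genes that fell (14.1%), 1 of the 27 that rose (3.70%) and 1392 of all 11415 genes (12.2%). GOLGA8A (-0.48, adjusted p = 0.0263) and GOLGA8B (-0.44, adjusted p = 0.0996 from edgeR), chosen in the same way, are near-identical paralogs that may share reads, so which of them changed is uncertain.

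Of 18 measured genes that write, read or remove DNA methylation, none passed edgeR's quasi-likelihood test (3 at an unadjusted p under 0.05), its exact or likelihood ratio tests, DESeq2 or limma-voom, and none when adjusted over the list alone. Their median was 0.01, their mean -0.00 and camera's adjusted p = 0.949. The methyltransferases DNMT1, DNMT3A and DNMT3B had log2 fold changes of 0.04, 0.20 and 0.11, and the dioxygenases TET2 and TET3 -0.16 and -0.08. With a library left out, DNMT3A ranged from 0.037 (without static control replicate 2) to 0.38 (without static control replicate 1), DNMT3B from 0.011 to 0.20 and TET3 from -0.16 to -0.0041 (each without simulated microgravity replicate 1 and replicate 2 in that order).

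Of 23 measured interferon-stimulated genes, EPSTI1 fell (-0.43, adjusted p = 0.0581 from edgeR's quasi-likelihood test) and none rose (4 higher and 1 lower when adjusted over the list alone; median 0.05, camera's adjusted p = 0.396). EPSTI1 did not pass without static control replicate 1 (0.277), without static control replicate 2 (0.397) or in DESeq2 (0.106). IFIT2 had 0.49 (adjusted p = 0.169). Of 20 NF-kB target genes, CCL22 fell (1 higher and 1 lower when adjusted over the list alone), with a median of 0.01, a mean of -0.03 and camera's adjusted p = 0.452, direction down. The NF-kB list passed as lower without simulated microgravity replicate 2 (-0.05, adjusted p = 0.00296).

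Of 26 G1/S cell cycle genes, 51 oxidative phosphorylation subunits and 74 cytosolic ribosomal proteins, none passed edgeR's quasi-likelihood test or was called by its exact and likelihood ratio tests, DESeq2 or limma-voom, none passed when adjusted over the list alone, and 0, 0 and 1 had an unadjusted p under 0.05. Their medians were -0.03, 0.02 and -0.01 (camera's adjusted p = 0.499, 0.499 and 0.738). The G1/S list passed as lower without simulated microgravity replicate 2 (-0.06, adjusted p = 0.013), and oxidative phosphorylation passed as higher without simulated microgravity replicate 1 (0.07, adjusted p = 0.0301). Of 40 DNA repair genes, none passed edgeR's quasi-likelihood test, DESeq2 or limma-voom, 1 fell in the exact and likelihood ratio tests, 2 had an unadjusted p under 0.05 and 1 was lower when adjusted over the list alone (median -0.00, camera's adjusted p = 0.697).

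Of 15 measured B cell markers, FCRLA rose and none fell (3 higher and 1 lower when adjusted over the list alone), with a median of -0.03, a mean of 0.00 and camera's adjusted p = 0.697. MS4A1, the most abundant at 1128 CPM, had 0.24 (adjusted p = 0.104), and DESeq2 called it (0.0435). CD72, a B cell receptor inhibitor, had -0.48 (adjusted p = 0.15), -0.67 without simulated microgravity replicate 1, where it passed (adjusted p = 0.000605), and -0.30 without simulated microgravity replicate 2. Few markers of other cell types were listed: 1 of 20 for T cells (LAT, median 0.37, camera's adjusted p = 0.197, 1 higher when adjusted over the list alone), 4 of 16 for myeloid cells (median 0.03, 0.738), 5 of 13 for fibroblasts (median 0.14, 0.258) and 1 of 9 for epithelial cells (median 0.01, 0.894). None of these passed edgeR's quasi-likelihood, exact or likelihood ratio tests, DESeq2 or limma-voom, with 1 fibroblast marker and none of the others at an unadjusted p under 0.05. The fibroblast list passed as higher without simulated microgravity replicate 2 (0.42, adjusted p = 0.000418). The most abundant of them were KRT8 at 79.0 CPM, FBN1 at 44.5 CPM and S100A9 at 18.3 CPM, and HBE1 among the erythroid markers was at 34.0 CPM.

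GOLGA6L10 and its neighbour LOC390660 on chromosome 15 were high in static control replicate 1 alone, by log2 ratios of 9.44 and 4.67 over static control replicate 2, and GOLGA6L10 held 0.135% of the counts of that library. LOC390660 was chosen after its values were seen; its log2 fold change was -3.20 (adjusted p = 0.0777 from edgeR) and 0.59 without static control replicate 1 (adjusted p = 1). Over the 7 other records in the stretch of near-identical copies (82585621 to 83209208), the median log2 ratio of static control replicate 1 to replicate 2 was 0.59 (0.49 to 0.91), against 0.02 over 9 genes within 1 Mb on either side. None of these records was lower in static control replicate 1, while reads moved from one copy to another would lower some. The shared rise therefore does not show that placement of reads among these copies accounts for GOLGA6L10 and LOC390660, and the cause stays open. The median log2 ratio of static control replicate 1 to replicate 2 over the 1142 genes with the lowest counts was 0.052. This argues against background reads from DNA at an amount that would raise genes of that level. Records that do not exceed 1 CPM in any library are not listed, so a smaller background could not be tested.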
